# A Maternal High-Fat Diet Induces DNA Methylation Changes That Contribute to Glucose Intolerance in Offspring

**DOI:** 10.3389/fendo.2019.00871

**Published:** 2019-12-13

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** DNA methylation, insulin receptor substrate, MAPK, maternal high fat diet, epigenetics

## Abstract

**Scope:** Overnutrition *in utero* is a critical contributor to the susceptibility of diabetes by programming, although the exact mechanism is not clear. In this paper, we aimed to study the long-term effect of a maternal high-fat (HF) diet on offspring through epigenetic modifications.

**Procedures:** Five-week-old female C57BL6/J mice were fed a HF diet or control diet for 4 weeks before mating and throughout gestation and lactation. At postnatal week 3, pups continued to consume a HF or switched to a control diet for 5 weeks, resulting in four groups of offspring differing by their maternal and postweaning diets.

**Results:** The maternal HF diet combined with the offspring HF diet caused hyperglycemia and insulin resistance in male pups. Even after changing to the control diet, male pups exposed to the maternal HF diet still exhibited hyperglycemia and glucose intolerance. The livers of pups exposed to a maternal HF diet had a hypermethylated insulin receptor substrate 2 (*Irs2*) gene and a hypomethylated mitogen-activated protein kinase kinase 4 (*Map2k4*) gene. Correspondingly, the expression of the *Irs2* gene decreased and that of *Map2k4* increased in pups exposed to a maternal HF diet.

**Conclusion:** Maternal overnutrition programs long-term epigenetic modifications, namely, *Irs2* and *Map2k4* gene methylation in the offspring liver, which in turn predisposes the offspring to diabetes later in life.

## Introduction

The incidence of type 2 diabetes mellitus (T2DM) is dramatically increasing. T2DM has become a major public health problem worldwide. It is clear that genetic factors play important roles in the incidence of T2DM. However, the genetic loci identified by genome-wide association studies (GWASs) can account for only a small proportion of T2DM (<10%) (1, 2). Heritable factors cannot explain the dramatic increase in T2DM, thus recent research has focused on lifestyle as a major factor for the incidence of T2DM (3).

Among lifestyle factors, prenatal and postnatal nutrition imbalances lead to epigenetic programming, which is associated with increased T2DM incidence, including both undernutrition and overnutrition (4). Maternal nutrition is important in determining susceptibility to metabolic disease (5). Epidemiological studies in humans revealed that both under- and overnutrition of the mothers during pregnancy will have far-reaching and long-term outcomes for the health of the offspring in adult life (6, 7). For example, glucose intolerance and insulin resistance were reported in offspring whose mothers were exposed to undernutrition during gestation in the well-known study of the Dutch famine, demonstrating an association (8). Similarly, maternal obesity is associated with increased susceptibility to T2DM in offspring (9, 10). Female rat pups from mothers with high-fat (HF) diet-induced obesity were more prone to obesity (11). We have reported that a maternal low-chromium diet can also program the development of diabetes in offspring (12).

Intrauterine programming has been proposed in which the maternal nutrition environment could affect the metabolism of the offspring throughout life (13). The prenatal and early postnatal period is considered a critical time for adult life. Moreover, the maternal nutrition environment and health status induce epigenetic modifications that affect the incidence of T2DM in offspring. The Developmental Origins of Health and Disease (DOHaD) concept has been proposed, and epigenetic mechanisms are considered to possibly underlie DOHaD (14, 15). Development programming in the early life period can increase the risk of T2DM in later life (14). Epigenetic modifications mainly consist of DNA methylation, histone modifications and non-coding RNAs. These epigenetic modifications can affect gene expression via environmental changes (16). DNA methylation is defined as the addition of a methyl group to a cytosine, usually in CpG islands (17). DNA methylation at CpG-rich promoters or gene regulatory regions is normally associated with the inhibition of gene expression (17).

Recently, a small number of studies have described the role of DNA methylation changes in fetal programming to metabolic disease in human and animal models. In human research, newborns with obese parents had altered methylation in multiple imprinted genes in their cord blood (18). In animal research, the results were not consistent. In one study, exposure to a maternal HF diet caused DNA hypermethylation in offspring mouse livers (19). However, Cannon et al. did not detect any effect of the maternal diet on DNA methylation in the male mouse liver (20). Another group reported that exposure of offspring to a maternal HF diet could remodel the hepatic epigenome, if they changed to a control diet during the postweaning period (21). Hence, the precise molecular mechanisms underlying the epigenetic changes induced by a maternal HF diet have not yet been thoroughly identified.

Thus, in this study, we sought to determine whether genome-wide changes in DNA methylation occur in the livers of offspring exposed to a maternal HF diet and a postweaning control diet. The liver was chosen because it is essential for maintaining metabolic homeostasis (22). We performed a genome methylation array to identify differentially methylated genes in 8-week-old postweaning control diet-fed offspring from HF diet-fed or control diet-fed dams. Differentially methylated genes were assessed in the offspring mouse genome to determine the epigenetic mechanism responsible for the maternal HF diet effects.

## Materials and Methods

### Animal Grouping and Treatments

All research procedures involving animals were approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: MC-07-6004). Male and virgin female C57BL6/J mice were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China). All animals were housed under specific pathogen-free conditions. Mice were kept in a controlled environment (25 ± 1°C) under a 12-h light/dark cycle and allowed food and water *ad libitum*.

Five-week-old virgin females (*n* = 40) were divided into two groups at random. One group of mice was fed a standard AIN93G control diet (CON group, *n* = 20, Research Diets, Inc.; 16, 64, and 20% of calories from fat, carbohydrate, and protein, respectively), while the other group was fed a HF diet (*n* = 20; Research Diets, Inc.; 45, 35, and 20% of calories from fat, carbohydrate, and protein, respectively). Male mice were fed a normal diet throughout the experiment. After 4 weeks, female mice were housed overnight with males of the same age to mate at a ratio of 2:1 in each cage. The presence of a vaginal plug the following morning indicated the first day of pregnancy. During gestation and lactation, the diet scheme did not change. On postnatal day 21, one male pup was selected randomly from each dam. Male pups from control diet-fed dams were weaned onto the control diet (CON-CON, *n* = 10) or HF diet (CON-HF, *n* = 10). Meanwhile, male pups from HF diet-fed dams were weaned onto the control diet (HF-CON, *n* = 10) or HF diet (HF-HF, *n* = 10). This process created four groups of pups: CON-CON group, CON-HF group, HF-CON group, and HF-HF group. All animals were sacrificed at 8 weeks of age, and the livers were immediately collected and snap frozen in liquid nitrogen and then stored at −80°C. The animal experiment timeline is shown in Figure 1.

**Figure 1:**
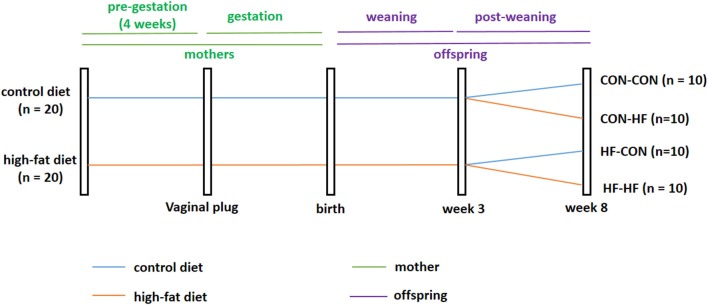
Timeline of animal experiment. CON-CON: control diet mother-post-weaning control diet; CON-HF, control diet mother-post-weaning high-fat diet; HF-CON, high-fat diet mother-post-weaning control diet; HF-HF, high-fat diet mother-post-weaning high-fat diet.

### Body Weight, Fasting Blood Glucose, Oral Glucose Tolerance Test (OGTT), and Insulin Analysis

Body weight was measured at weaning time in mothers and 8 weeks of age in pups. Fasting blood glucose (Contour TS glucometer, Bayer, Hamburg, Germany) and plasma insulin (ELISA, Millipore, Billerica, MA) levels were measured at 8 weeks of age. Insulin sensitivity was assessed using the HOMA-IR as previously described (23). After 10 h of food deprivation, the 8-week-old offspring underwent OGTT, and the blood glucose concentrations were immediately measured with a glucometer at 0, 30, 60, and 120 min post gavage (2.0 g/kg). The area under the glucose tolerance curve (AUC) of the OGTT was calculated as previously described (23).

### DNA Methylation Profiling Using Array

To determine the effect of maternal HF diet on DNA methylation in offspring livers, genomic DNA was extracted from the livers of HF-CON and CON-CON pups (*n* = 3 in each group, selected randomly from different dams) using a DNeasy Blood & Tissue Kit (Qiagen, Fremont, CA). Samples of genomic DNA were sonicated into random fragments in a size range of ~100–500 bp. Immunoprecipitation of methylated DNA fragments (MeDIP) was performed using a mouse monoclonal anti-5-methylcytosine antibody (Diagenode). The total input and immunoprecipitated DNA were labeled with Cy3- and Cy5-labeled random 9-mers, respectively, and hybridized to an Arraystar Mouse ReqSeq Promoter Array (Arrarystar Inc., Rockville, MD), which contains 22,327 well-characterized RefSeq promoter regions [from ~-1,300 to +500 bp of the transcription start sites (TSSs)] totally covered by ~180,000 probes. 

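The array holds 174638 probes of 45 to 60 bases outside its control spots, with positions given on the NCBI37 (mm9) build of the mouse genome. Probes whose starts lay 1000 bp or less apart on a chromosome were joined into 22166 runs, each taken as 1 promoter, with a median of 8 probes among the 21981 promoters with at least 3 measured probes on every array. Chromosome 7 carries the largest number of these promoter runs (2023), followed by chromosome 2 (1863) and chromosome 11 (1635), while the Y chromosome carries 15. The input DNA gave a signal well above background on all 6 arrays for 122497 probes, and input and MeDIP DNA both did for 87008 probes. The scanner files and the authors' table of log2 values give positions but no gene names, so promoters are reported here by position only.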

Scanning was performed with an Agilent Scanner G2505C (Agilent Technologies, Waldbronn, Germany).

### Methylation Enrichment and Peak-Finding

The results were obtained using a sliding-window (750 bp) peak-finding algorithm provided by NimbleScan v2.5 (Roche NimbleGen). NimbleScan detects peaks by searching for at least two probes above a minimum cutoff *p*-value (–log10) of 2. Peaks within 500 bp of each other are merged. The M’ value was calculated for each probe to compare differentially enriched regions between the HF-CON and CON-CON groups as follows:

M’ = Average(${\text{log}}_{2}^{\text{MeDIP}\left(\text{HF}-\text{CON}\right)/\text{Input}\left(\text{HF}-\text{CON}\right)}$)−Average(${\text{log}}_{2}^{\text{MeDIP}\left(\text{CON}-\text{CON}\right)/\text{Input}\left(\text{CON}-\text{CON}\right)}$).

The differential enrichment peaks (DEPs) called by the NimbleScan algorithm were filtered according to the following criteria:

1. At least one of the two groups has a median (log_2_ MeDIP/Input) ≥0.3 and M’ > 0.
2. At least half of the probes in a peak may have a coefficient of variability (CV) ≤ 0.8 in both groups.

To separate strong CpG islands from weak CpG islands, promoters were categorized into three levels: high CpG promoters/regions (HCPs), intermediate CpG promoters/regions (ICPs), and low CpG promoters/regions (LCPs) (24).

### Pathway Analysis

DAVID Bioinformatics Resources 6.7 [http://david.abcc.ncifcrf.gov/ (25)] was used to perform Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) functional enrichment analyses for the differentially methylated genes (DMGs).

### Bisulfite Sequencing PCR (BSP)

For validation of the methylation array, bisulfite conversion of genomic DNA from offspring livers in the four groups (*n* = 10 in each group) was conducted using a kit (Zymo Research, CA). The primers were designed using Methyl Primers Express software 1.0 (Applied Biosystems, Foster City, CA) and are shown in Table 1. The resulting PCR products were purified using a QIAquick Gel Extraction Kit (Qiagen) and cloned into the pMD18-T vector (Takara, Shiga, Japan). Individual clones were grown, and plasmids were purified using a PureLink Miniprep Kit (Invitrogen, Thermo Scientific Inc., Waltham, MA). At least 10 clones from each mouse were selected and sequenced.

**Table 1:** PCR primer for bisulfite sequencing.

**Gene**	**Accession number**	**Primer sequences (from 5^**′**^ to 3^**′**^)**	**Production size**	**CpG number**
*Irs2*	NM_001081212	F: 5′-TTTAAGGGTATTTTTGGTTTGG−3′ R: 5′-ACCATTCACTTATCAAATTCCC−3′	301	30
*Map2k4*	NM_001316367	F: 5′-TGTTTTTTGATTTTTTTTTTGG−3′ R: 5′-AAAAACTTACAACCCCAAAACT−3′	439	7

*Irs2, insulin receptor substrate 2; Map2k4, mitogen-activated protein kinase kinase 4*.

### Quantitative Reverse-Transcription PCR

Total RNA from offspring livers in the four groups (*n* = 10 in each group) was isolated using a Qiagen RNeasy Mini Kit (Qiagen, Germantown, MD) according to the manufacturer's instructions. Reverse transcription was conducted with total RNA using the TaKaRa RT kit (TaKaRa, Shiga, Japan). Real-time PCR was performed on an ABI 7900 Real-Time PCR Detection System (Applied Biosystems, Foster City, CA) using the comparative Ct method (2^−ΔΔCt^). The relative mRNA expression levels of target genes were normalized to *Gapdh*. The sequences of the primers used are shown in Table 2.

**Table 2:** qPCR primer.

**Gene**	**Accession number**	**Primer sequences (from 5^**′**^ to 3^**′**^)**	**Production size**
*Irs2*	NM_001081212	F: 5′- CGAGTCAATAGCGGAGACCC−3′ R: 5′ CCCCTGAGACCCTACGGTAA−3′	119
*Map2k4*	NM_001316367	F: 5′- TCTGTGAAAAGGCACAAAGTAAGC−3′ R: 5′- TCTCAGTCTCTCTATGTGTGGGT−3′	134

*Irs2, insulin receptor substrate 2; Map2k4, mitogen-activated protein kinase kinase 4*.

### Statistical Analysis

The results were statistically analyzed by Prism 5.0 (GraphPad Software Inc., San Diego, CA). All values are presented as the mean ± SEM. Dam body weights were compared by Student's *t* test. Body weight, blood glucose, plasma insulin, HOMA-IR, methylation, and mRNA expression in offspring were analyzed by two-way ANOVA (maternal diet x offspring diet). Statistical significance was defined as *P* < 0.05.

## Results

### HF Dams had Greater Body Weight

Dams in the HF group had higher body weights than those in the CON group at weaning time (23.33 ± 1.40 g vs. 19.17 ± 1.14 g, *P* < 0.01).

### Maternal HF Diet Did Not Affect Body Weight in Male Mice

At 8 weeks of age, the mean body weight of mice in the CON-HF and HF-HF groups was significantly higher than that of CON-CON and HF-CON mice (*P* < 0.01, Figure 2A). There was no significant maternal HF diet effect on offspring body weight (*P* > 0.05, Figure 2A).

**Figure 2:**
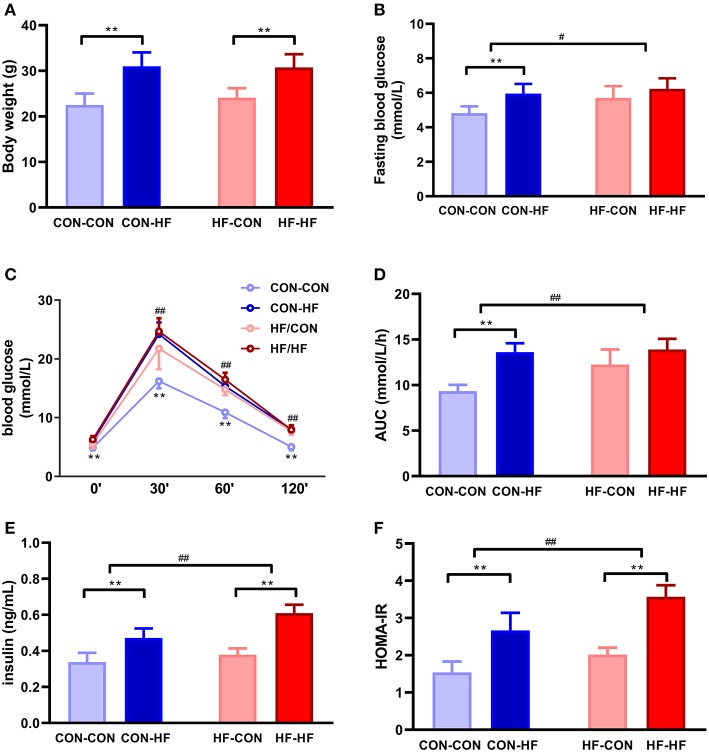
The effect of maternal high-fat diet on metabolic variables of male mice offspring. **(A)** body weight at weaning; **(B)** fasting blood glucose; **(C)** oral glucose tolerance test (OGTT); **(D)** area under curve (AUC) in OGTT; **(E)** plasma insulin; **(F)** HOMA-IR. **P < 0.01 offspring diet effect; ^#^*P* < 0.05; ^*##*^*P* < 0.01 maternal diet effect. Values are mean ± SEM (*n* = 10). CON-CON: control diet mother-post-weaning control diet; CON-HF, control diet mother-post-weaning high-fat diet; HF-CON, high-fat diet mother-post-weaning control diet; HF-HF, high-fat diet mother-post-weaning high-fat diet.

### Male Mice From HF Dams Exhibited Glucose Intolerance and Insulin Resistance

Fasting blood glucose was at similar higher levels in all HF groups (*P* < 0.01, Figure 2B). Offspring from HF diet-fed dams displayed higher fasting blood glucose (*P* < 0.05, Figure 2B). The HF diet caused significant glucose intolerance in offspring from control diet-fed dams (*P* < 0.01, Figure 2C). In particular, offspring from HF diet-fed dams had higher blood glucose levels at 30, 60, and 120 min and greater AUCs during OGTTs (*P* < 0.01, Figures 2C,D). Even when they were fed with a control diet, offspring from HF diet-fed dams had higher blood glucose levels and AUCs (*P* < 0.01, Figures 2C,D). The postweaning HF diet interacted with the maternal HF diet to increase fasting plasma insulin levels and HOMA-IR (*P* < 0.01, Figures 2E,F).

### Intrauterine Environment of HF Damsaffects DNA Methylation Patterns in Male Mice

All microarray data have been deposited into the gene expression omnibus (GEO ID: GSE136814). 

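Liver DNA of 3 male HF-CON pups and 3 male CON-CON pups was compared at 8 weeks of age, each pup from a different dam. The paper and the tissue label of the samples name liver, whereas the labels' text on extraction speaks of fat, and the tissue was not tested here. The HF-CON pups came from dams that received 45% of calories from fat and the CON-CON pups from dams that received 16%, and all pups ate the diet with 16% after weaning. In MeDIP, an antibody to 5-methylcytosine pulls down methylated fragments, and the log2 ratio of the pulled-down DNA (Cy5) over the total input DNA (Cy3) at a probe is higher where the surrounding DNA carries more methylated cytosines. The deposited scanner intensities had been background-subtracted and dye-normalized with a linear factor in Feature Extraction 11.0.1.1. From these, log2 MeDIP/Input was taken per probe, 3096 spots marked as outliers were left out over the 6 arrays, and each array was centred on its median, without loess or quantile normalization. The input signal was well above background at 76.4 to 93.1% of probes on the HF-CON arrays and at 76.9 to 89.0% on the CON-CON arrays, and the MeDIP signal at 61.0 to 71.4% and 64.3 to 71.2%. The number of arrays limits the precision of every comparison. The spread of log2 MeDIP/Input over probes was taken as the median absolute deviation, scaled by the constant that makes it match an SD for normally distributed values. It was 2.25 ± 0.20 (SD, n = 3) on the HF-CON arrays and 2.51 ± 0.08 (SD, n = 3) on the CON-CON arrays (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 against 3 allow). The median MeDIP spot intensity was 35.7 ± 15.1 (SD, n = 3) on the HF-CON arrays and 53.7 ± 4.16 (SD, n = 3) on the CON-CON arrays (the same exact test, p = 0.2). Each of the 4 slides carried arrays of 1 group only. Replicates 1 and 2 of both groups were scanned in 1 period and replicate 3 of both groups in another. Across probes, which are not independent, HF-CON replicate 3 correlated with CON-CON replicate 3 at r = 0.93 and with HF-CON replicates 1 and 2 at r = 0.89 and 0.88.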

To explore the mechanism of glucose intolerance and insulin resistance observed in the offspring from dams fed a HF diet, we performed methylation arrays on the livers of the HF-CON and CON-CON groups (*n* = 3). 

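Between the HF-CON and CON-CON groups, 208 DMRs were found in the scanner values, each in a different promoter and together on 20 chromosomes. They came from the peak search of the methods, rebuilt with a 750 bp window, 2 or more probes at a −log10 p of 2, merging within 500 bp and the filters on the group median and on the coefficient of variability. The same search gave a median of 167.5 DMRs (148 to 180) when probes were shuffled over positions and 144 in simulated arrays without any changed region. The other splits of the 6 arrays into 3 and 3 gave 107 to 242, so most of the 208 may be chance calls. At a −log10 p of 3 the search gave 15. Among promoters that held a hypomethylated DMR and in which the 3 HF-CON pups did not overlap the 3 CON-CON pups, the one with the smallest limma p lies on chromosome 17 from 53120964 to 53121623 (mm9). Its mean log2 MeDIP/Input over 4 probes was 0.22 ± 0.38 (SD, n = 3) in the HF-CON group and 1.18 ± 0.19 (SD, n = 3) in the CON-CON group, a difference of -0.96 (standard error 0.20, adjusted p = 0.682 from limma). Of the settings run for this promoter, it passed limma only after normexp background correction, at a difference of -0.26. The authors' table with a block was not among them. Its difference was -0.14 in the authors' table of log2 values. Fewer than 3 of its probes had an input signal well above background on all arrays. The next lies on chromosome 3 from 92425093 to 92426813, with -1.70 ± 0.17 in the HF-CON group and -1.03 ± 0.11 in the CON-CON group over 9 probes, a difference of -0.67 (standard error 0.16, adjusted p = 0.682 from limma). The difference there was -0.43 with the median over probes, -0.20 in the authors' table and -0.14 after normexp, where the table and normexp also change the scale. Only 1 promoter with a hypermethylated DMR had groups that did not overlap in the mean over all its probes. It lies on chromosome 12 from 11271475 to 11273878, with -0.57 ± 0.01 in the HF-CON group and -0.69 ± 0.06 in the CON-CON group over 12 probes, a difference of 0.12 (standard error 0.15, adjusted p = 0.847 from limma), which was -0.13 when the median over probes replaced the mean and -0.25 after normexp. In its DMR of 2 probes the groups overlapped, with CON-CON replicate 1 at 0.64 and the HF-CON pups at 0.37 to 0.49. The window search sets probes against other probes. When the arrays were taken as the replicates, 0 of 21981 promoters and 0 of 174625 probes differed at a Benjamini-Hochberg adjusted p under 0.05 in limma, with 1587 promoters and 9854 probes at an unadjusted p under 0.05. In simulated data limma recovered 0 of 200 probes shifted by 1 on the log2 scale, so 0 probes cannot show that such changes are absent. The DMRs spanned a median of 2 probes, which a promoter mean over a median of 8 probes can dilute. The counts past the adjusted threshold were also 0 with scan period as a block and in scan period 1 alone. They were 7770 promoters, all lower in the HF-CON group, and 13042 probes after normexp, where the median promoter difference was -0.24. Normexp added an offset of 50, while the median MeDIP spot signal was 25 to 57 per array. The median MeDIP background was 13 to 17 on the HF-CON arrays and 20 to 20.5 on the CON-CON arrays, which lay on other slides. The normexp counts cannot be told apart from this difference in background, whose part was not tested. In the authors' table of log2 values, 0 promoters and 0 probes passed without a block, 32 promoters (30 of them lower in the HF-CON group) and 1 probe with the replicate number as a block, and 37 promoters (34 lower) and 1 probe with scan period as a block, both blocks being chosen there after seeing the data. The search gave 182 DMRs in scan period 1 alone and 261 in scan period 2 alone, where 1 array per group allows no coefficient of variability.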

We found that a total of 1,099 differentially methylated regions (DMRs, 955 annotated genes) were identified on 20 chromosomes in the HF-CON group compared with the CON-CON group. Among these DMRs, 713 were hypermethylated and 386 were hypomethylated. 

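Of the DMRs found in the scanner values, 201 were hypomethylated and 7 hypermethylated in the HF-CON group. With probes shuffled over positions, the medians were 154.5 hypomethylated and 13.0 hypermethylated DMRs, so the shuffled probes showed a like one-sidedness. The hypomethylated DMRs spanned a median of 2 probes and 262 bp. Their HF-CON minus CON-CON difference in mean log2 MeDIP/Input ran from -1.42 to -0.31, and its median size was 0.77, against median SDs between pups of 0.36 in the HF-CON group and 0.27 in the CON-CON group. In 134 of these 201 regions, all 3 HF-CON pups lay below all 3 CON-CON pups. Chance alone gives 10% of regions without overlap for 3 against 3, and these regions were chosen for their difference. The hypermethylated DMRs had differences from 0.33 to 0.80, and the groups did not overlap in 1 of the 7, on chromosome 11 from 117848382 to 117848619 (mm9; named after its values were seen), with 1.04 ± 0.12 (SD, n = 3) in the HF-CON group and 0.36 ± 0.34 (SD, n = 3) in the CON-CON group. Over all promoters, the median HF-CON minus CON-CON difference was -0.10. It was -0.11 with every array scaled to the same spread and -0.002 after quantile normalization. With a trend on brightness, enrichment level or probe length removed, settings added after seeing the data, it was 0.0025, 0.0034 and 0.0135. The split between directions moved with the scaling of the arrays and with the search's minimum on the group median. It was 328 hypermethylated and 307 hypomethylated without that minimum, and 30 and 125 without HF-CON replicate 3. It was 92 hypermethylated and 48 hypomethylated with every array scaled to the same spread, 56 and 76 after quantile normalization, 686 and 562 in the authors' table of log2 values, and 0 and 611 after normexp background correction. In scan period 1 alone it was 23 and 159, and in scan period 2 alone 55 and 206. In the heading over these results, the paper states that the intrauterine environment of HF dams affects DNA methylation patterns in male mice. The paper also reports maternal diet effects from bisulfite sequencing of Irs2 and Map2k4 in 10 pups per group, which were not re-analysed here.

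**Figure D1:**
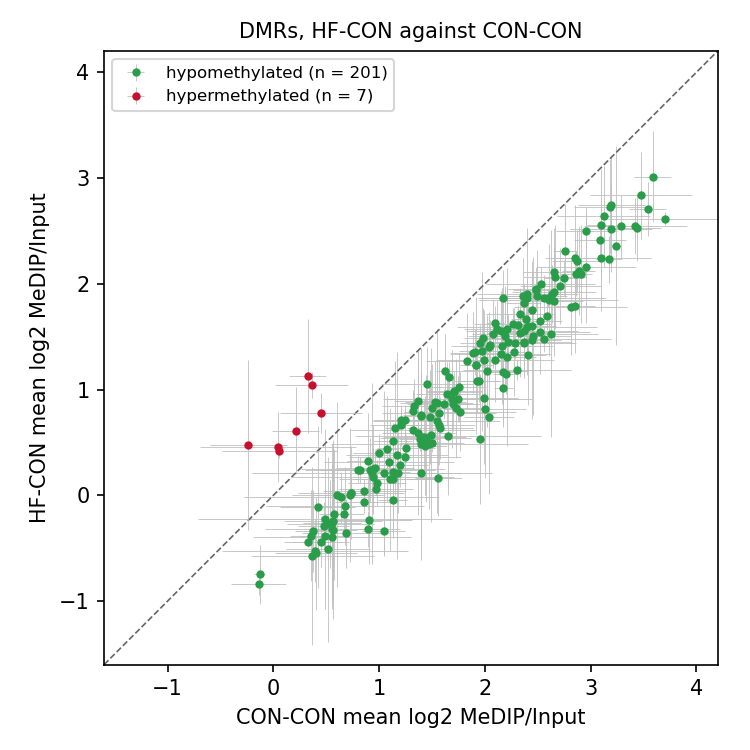
Mean log2 MeDIP/Input of each DMR in the CON-CON group (horizontal axis) and in the HF-CON group (vertical axis), with bars of 1 SD over the 3 pups of each group and a dashed line where both are equal. The 201 hypomethylated regions (green) lie below the line and the 7 hypermethylated regions (red) above it.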

Among the hypermethylated promoters, 487 (68.33%) were located in HCPs, 158 (22.1%) in ICPs, and 68 (9.5%) in LCPs. Among the hypomethylated promoters, 151 (39.1%) were located in HCPs, 105 (27.2%) in ICPs, and 130 (33.7%) in LCPs (Figure 3A). DMRs were mainly located on chromosomes 2, 4, 7, 9, and 11 (Figure 3B).

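In the scanner values, chromosome 5 held the most DMRs (20), followed by chromosome 7 (19), chromosome 4 (18), chromosome 2 (16) and chromosome 11 (15), while chromosome 9 held 7. Chromosomes 2, 4, 7, 9 and 11 together held 75 of the 208 DMRs, or 36.1% (95% Wilson interval 29.8 to 42.8%), and they carry 8133 of the 22166 promoters on the array, or 36.7% (Fisher's exact test on promoters with a DMR, two-sided, p = 0.885). Their share of the DMRs was 28.0% in scan period 1 alone and 30.3% in scan period 2 alone. The share of a chromosome's promoters with a DMR ran from 0.49% on chromosome 1 (Wilson interval 0.225 to 1.07%) to 1.73% on chromosome 16 (0.99 to 2.99%), and these intervals overlapped. On the X chromosome, 6 of 976 promoters held a DMR (0.615%), and on the Y chromosome 0 of 15. In the authors' table of log2 values, the same 5 chromosomes held 459 of 1248 DMRs, or 36.8% (Wilson interval 34.2 to 39.5%; Fisher's exact test, p = 0.976). There, chromosome 11 held the most (109), followed by chromosome 2 (105), chromosome 7 (95), chromosome 5 (82) and chromosome 4 (79), and chromosome 9 held 71. These intervals cover counting error only.

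**Figure D2:**
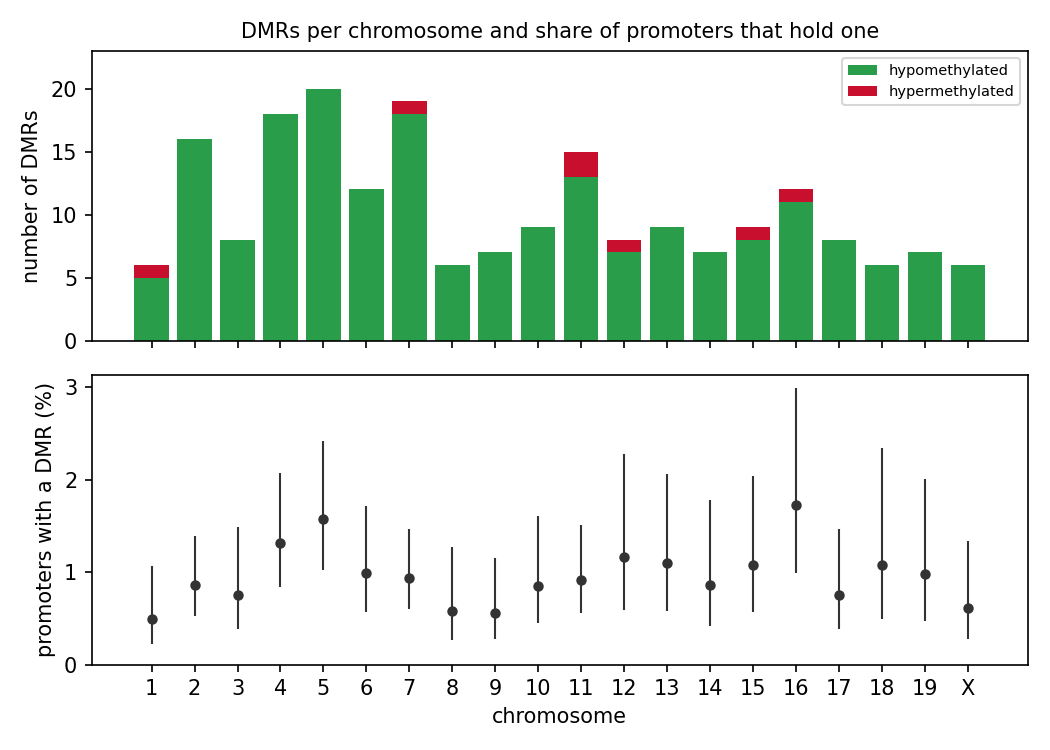
Number of DMRs per chromosome in the scanner values (upper axis, hypomethylated in green and hypermethylated in red) and percent of the promoters of each chromosome that hold a DMR (lower axis, points with 95% Wilson intervals). The count is highest on chromosome 5, with 20 DMRs, and the share is highest on chromosome 16, at 1.73%.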

**Figure 3:**
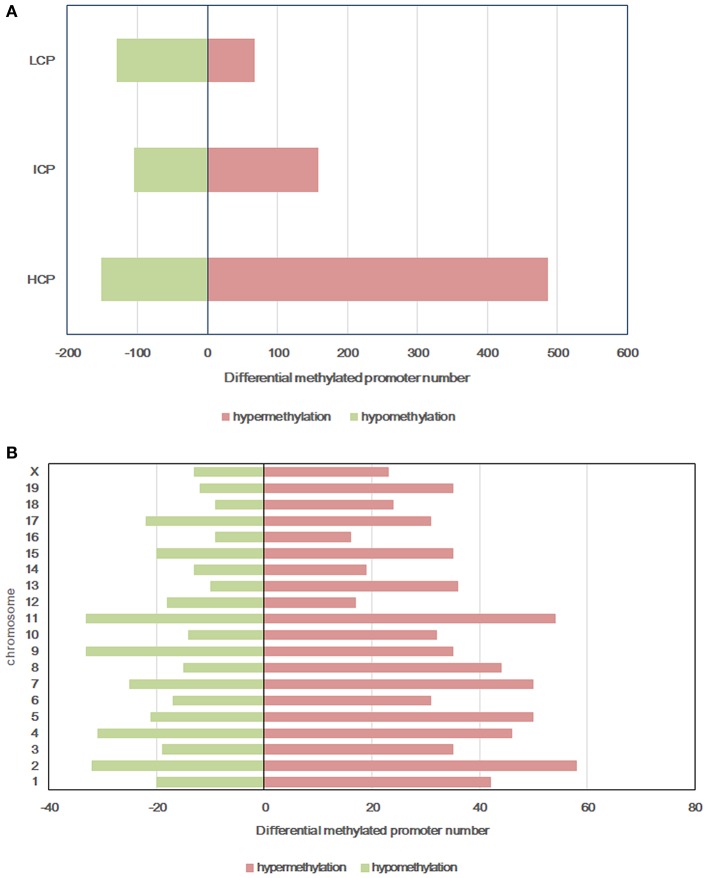
Differentially methylated promoters between HF-CON group and CON-CON group. **(A)** CpG density of differentially methylated promoters. **(B)** Chromosomal distribution of differentially methylated promoters. Red: differentially hypermethylated promoters; Green, differentially hypomethylated promoters. Classification of all promoters with high (HCP), intermediated (ICP), and low (LCP) CpG content.

### DMR-Related Gene Analysis

To further explore the molecular mechanism by which the offspring were exposed to a HF diet in an intrauterine environment, DMR-related genes were analyzed using GO functional analysis and KEGG enrichment analysis. Significantly enriched GO terms of DMR-related genes mainly participating in molecular function are LBD domain binding, DNA binding, RNA binding, protein binding, and cadherin binding involved in cell-cell adhesion (Figure 4, Supplemental Table 1). The top 25 KEGG pathways of DMGs are enriched in the adipocytokine signaling pathway, MAPK signaling pathway, pyruvate metabolism, toxoplasmosis, hypertrophic cardiomyopathy, Rap1 signaling pathway, regulation of actin cytoskeleton, protein processing in endoplasmic reticulum, dilated cardiomyopathy, pathways in cancer, citrate cycle, TGF-beta signaling pathway, systemic lupus erythematosus, biosynthesis of antibiotics, proteoglycans in cancer, RNA transport, signaling pathway regulating pluripotency of stem cells, glycolysis/gluconeogenesis, Ras signaling pathway, FoxO signaling pathway, PI3K-Akt signaling pathway, carbon metabolism, hippo signaling pathway, and gap junction (Figure 5, Supplemental Table 2).

**Figure 4:**
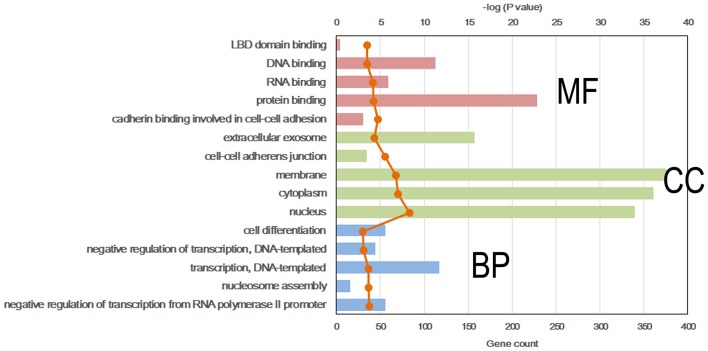
Top 5 significant GO term of differentially methylated genes in each classification. Red, molecular function (MF); Green, cellular component (CC); Blue, biological process (BP).

**Figure 5:**
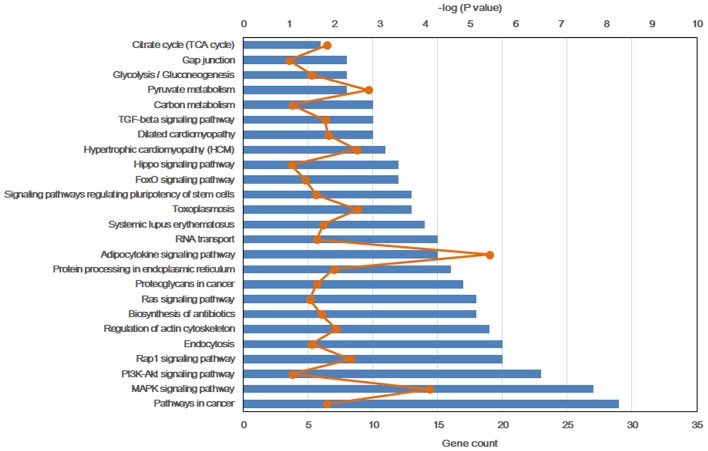
Top 25 significant KEGG pathways of differentially methylated genes.

### Overall Differential DNA Methylation of *Irs2* and *Map2k4*

KEGG pathway analysis revealed that insulin signaling and MAPK may be mainly enriched among the DMGs regulated by pup livers from maternal HF diet-fed mice. To verify the methylation levels of candidate genes revealed by the methylation array, we further studied *Irs2* and *Map2k4*, which are involved in the insulin signaling pathway and the MAPK pathway. As shown in Figures 6A,B, the *Irs2* gene promoter region underwent a series of hypermethylations in all HF-fed groups, and this was more pronounced in pups from HF diet dams (*P* < 0.01). *Map2k4* gene methylation was inhibited in CON-HF mice compared with CON-CON mice (*P* < 0.01, Figures 6A,C). The maternal HF diet had an inhibitory effect on *Map2k4* gene methylation in offspring (*P* < 0.01, Figures 6A,C).

**Figure 6:**
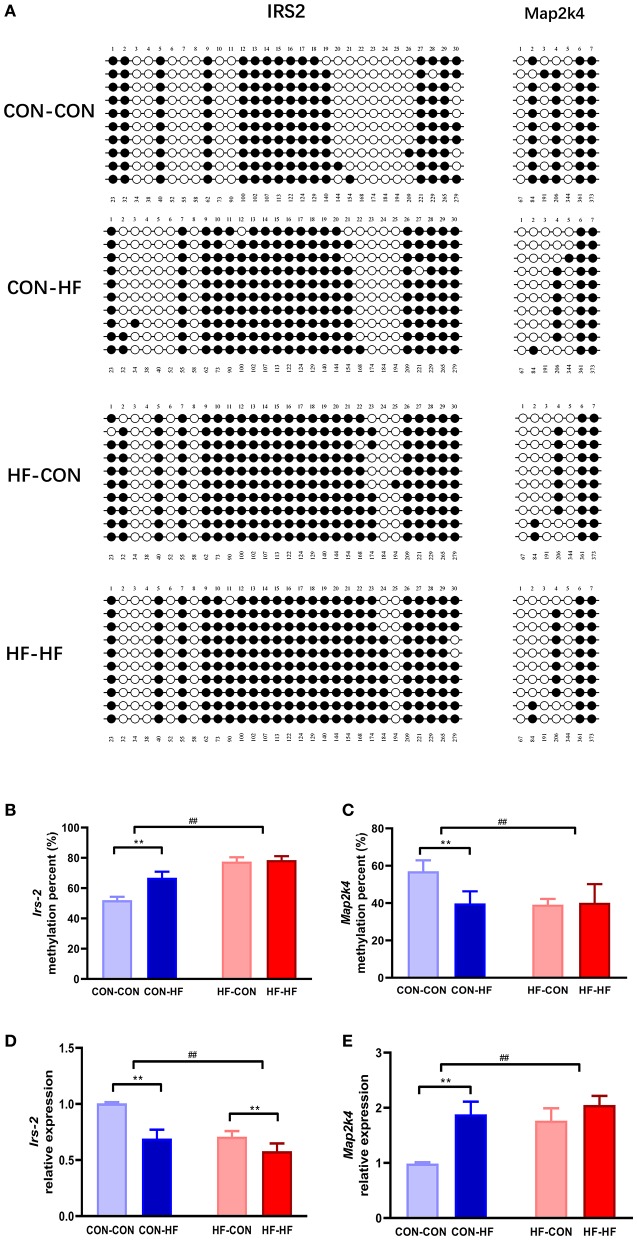
Validation of methylation array using bisulphite sequencing. **(A)** Schematic diagram of bisulphite sequencing results on 30 CpG sites on *Irs2* and 7 CpG on *Map2k4*. Open circles indicate unmethylated CpGs, and closed circles indicate methylated CpGs. Methylation ratio of *Irs2* **(B)** and *Map2k4* **(C)** in different groups. Relative gene expression of *Irs2* **(D)** and *Map2k4* **(E)** in different groups. **P < 0.01 offspring diet effect; ^*##*^*P* < 0.01 maternal diet effect. Values are mean ± SEM (*n* = 10). CON-CON, control diet mother-postweaning control diet; CON-HF, control diet mother-postweaning high-fat diet; HF-CON, high-fat diet mother-postweaning control diet; HF-HF, high-fat diet mother-postweaning high-fat diet.

### Gene Expression of *Irs2* and *Map2k4*

qPCR was applied to confirm the abnormal expression of *Irs2* and *Map2k4* in the livers from offspring exposed to a HF diet *in utero* or in adulthood. As illustrated in Figure 6D, the relative expression of *Irs2* mRNA was decreased markedly by both a maternal HF diet and postweaning HF diet (*P* < 0.01). *Map2k4* mRNA expression increased significantly in HF diet-fed mice (*P* < 0.01, Figure 6E). Furthermore, those exposed to maternal HF diet displayed increased *Map2k4* mRNA levels (*P* < 0.01, Figure 6E).

## Discussion

Our results showed that the postweaning HF diet increased body weight in mice. However, the maternal HF diet did not change pup body weight at 8 weeks of age. While some studies reported that HF diet-fed offspring exposed to a maternal HF diet had higher body weight in the adult period (26), other studies did not report any difference (27). This discrepancy may be because of different dietary components, fat sources or the strain and sex of the mice used. Our results revealed that both the maternal HF diet and postweaning HF diet led to glucose intolerance in male mice. Similar observations have been made in a previous study (26, 28–30). A systematic review of animal models found that male offspring exposed to a maternal HF diet independent of maternal obesity, birth weight or postweaning macronutrient intake had glucose intolerance (31). Additionally, a HF diet during fetal life, particularly if combined with the same insult during the suckling period, can induce the type 2 diabetes phenotype (32–34). Maternal obesity interacted with the postweaning HF diet to induce higher levels of glucose intolerance in offspring rodents (35, 36). This programming effect may have sex differences and lead to liver transcriptome changes (37). We also found that fasting insulin levels increased significantly both in mice exposed to the maternal HF diet and postweaning HF diet. In several studies on rats, offspring exposed *in utero* to a HF diet had increased fasting insulin levels (34, 38). In our study, both maternal HF diet and postweaning HF diet caused insulin resistance in pups. The discordance between an increased HOMA index and lack of an increase in plasma insulin levels may be because of the high fasting blood glucose levels in pups exposed to a maternal HF diet. Previous studies have reported that offspring exposed to a maternal HF diet *in utero* and/or postnatally developed manifestations of insulin resistance (29, 39).

A HF diet may affect the epigenetic status through several pathways. On the one hand, a HF diet can provoke inflammation and hormone secretion and alter DNA methylation (40). On the other hand, a HF diet can also act directly on epigenetic modification and methylation pathways. A short-term HF diet in healthy men induces widespread DNA methylation changes in the skeletal muscle. These changes were only partially reversed after 6–8 weeks (41). Roux-en-Y gastric bypass (RYGB)-induced weight loss is associated with the restoration of DNA methylation changes caused by obesity in skeletal muscle (42) and adipose tissue (43, 44). These DNA methylation changes involve pathways that control lipid metabolism and mitochondrial function in skeletal muscle (42), adipogenesis (43), and insulin-mediated glucose (44) uptake in adipose tissue.

A maternal HF diet may also induce DNA methylation changes in several metabolic genes (45) and their expression (37) in male offspring livers. In rats, the hepatic cell cycle inhibitor Cdkn1a was hypomethylated in offspring from HF diet-fed mothers (46). Increased methylation of the leptin promoter and decreased methylation of Ppar-α was also observed in the liver of female offspring from HF diet-fed dams (47). The maternal diet also increased Ppar-γ and liver X receptor α (LXRα) DNA methylation levels in male mouse livers (48). The present study used genomic DNA methylation technologies to examine DNA methylation profiles in mice exposed to a HF diet. First, to address whether maternal HF diet exposure induced methylation changes, we compared HF-CON and CON-CON mice. One thousand 99 DMRs were identified, and gene-associated DMRs clustered mainly in 25 pathways. We then compared DNA methylation in the identified regions among all four groups of mice to uncover the impact of HF diet intake regardless of timing. From these metabolic pathways, we concluded that the HF diet decreases *Map2k4* DNA methylation and increases *Irs2* DNA methylation, as all of the HF-CON, CON-HF, and HF-HF groups generally had lower *Map2k4* DNA methylation and higher *Irs2* DNA methylation than the CON-CON group.

Previous studies revealed that exposure to both undernutrition and overnutrition *in utero* induces gene-specific DNA methylation modification (49–52) in animal models. Several clinical studies revealed that genome-wide DNA methylation significantly changed in offspring born to overweight, obese or malnourished mothers (53–57). These DNA methylation modifications in offspring cord blood involve cardiovascular, inflammatory and apoptosis pathways (55, 57). Moreover, exposure to a maternal HF diet *in utero* might affect glucose and lipid metabolism of female offspring through epigenetic modifications to adiponectin and leptin genes even for multiple continuous generations (58). Exposure to normal diet *in utero* in the subsequent generations after HF diet exposure for three generations did not completely reverse the changes (59). However, maternal short-term transition from a HF diet to a normal diet before and during pregnancy and lactation without weight loss is not beneficial and even aggravated offspring obesity (60).

These observed methylation modifications affected by a maternal HF diet may result from several mechanisms during early life. In the perinatal period, *de novo* methyltransferases, such as Dnm3a and Dnm3b, block *de novo* methylation, which is important in normal development and disease (61). However, during the postweaning period, DNA methyltransferase DNMT1 carried out *de novo* and non-CG methylation (62). A HF diet *in utero* may affect these methyltransferases. Folate- and methyl-deficient diets *in utero* affect methyltransferase expression, including DNMT1 and DNMT3 (63–66). The HF diet affected the expression of DNMTs and their binding to the leptin promoter (67).

The molecular pathway analysis based on the KEGG database revealed that the differentially methylated *Mapk* gene was enriched. In our research, the *Map2k4* gene was hypomethylated in pups exposed to a maternal HF diet. *Map2k4* gene expression increased in the HF-CON, CON-HF, and HF-HF groups compared with expression in the CON-CON group. MAPKs consist of p38 MAPK, JNK, and ERK (68, 69). Activated MAPKs can inhibit expression of multiple targets, including insulin receptor substrate (IRS) proteins (70, 71) and resulting in the inhibition of insulin activity (72, 73).

Our results demonstrated that the *Irs2* methylation level increased in offspring exposed to a HF diet *in utero*. Moreover, *Irs2* gene expression was reduced in the livers of mice exposed to a HF diet as adults and *in utero*. IRS proteins are key components in the insulin signaling pathway (74, 75). Once stimulated by insulin, IRS is phosphorylated and then triggers intracellular signaling through the recruitment of proteins with the Src homology-2 domain, including PI3K, Grb-2, Nck, fyn, and Shp-2, among others (74, 76–78). Murine experiments reveal that targeted depletion of IRS-1 or IRS-2 leads to insulin resistance (79–82). Clinical and animal experiments prove that T2D patients and insulin-resistant rodents have defects in the phosphorylation of IRS proteins *in vivo* and *in vitro* (83, 84). This evidence proves that IRS defects are the molecular basis for insulin resistance. Hence, our results demonstrated that the maternal HF diet activated hepatic *Irs2* methylation and reduced *Irs2* gene expression. These findings suggest that the potent insulin resistance induced by a maternal HF diet may occur via activation of the key insulin signaling pathway molecule IRS, methylation, and reduced *Irs2* expression.

## Conclusions

In summary, we characterize the epigenetic alteration profile in the livers of postweaning control diet-fed offspring exposed to a maternal HF diet throughout gestation and lactation. In particular, decreases in *Map2k4* DNA methylation and increases in *Irs2* DNA methylation may play a central role in the livers of pups exposed to a maternal HF diet (Figure 7). More evidence needs to focus on the association of the epigenetic genome-wide status of the liver with the diabetes status in offspring. Furthermore, detailed studies exploring the function of candidate genes in the regulation of the liver are needed and could contribute to the prevention of the morbidity of metabolic-related diseases resulting from maternal HF diets.

**Figure 7:**
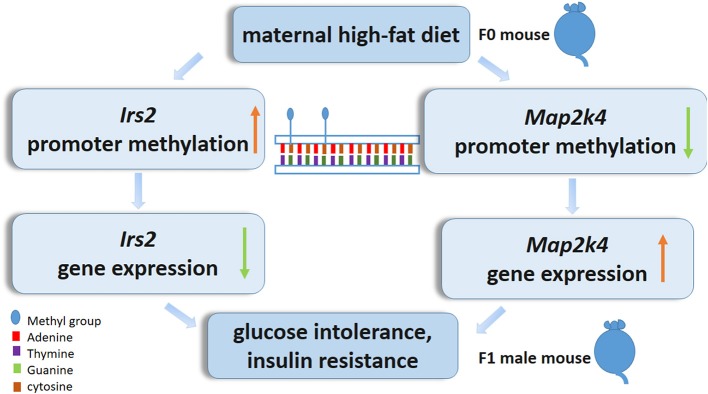
Epigenetic mechanism of high-fat diet *in utero* and adult on offspring. *In utero* expose to high-fat diet modify *Irs2* and *Map2k4* gene methylation and gene expression in offspring, led glucose intolerance, and insulin resistance.

## Data Availability Statement

All microarray data have been deposited into the gene expression omnibus (GEO ID: GSE136814) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136814).

## Ethics Statement

All research procedures involving animals were approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: MC-07-6004).

## Author Contributions

XX conceived and designed the experiments. QZ, JZ, TW, and XW performed the experiments. MY, ML, and FP analyzed the data. XX contributed reagents, materials, and analysis tools. QZ wrote the paper.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Maternal High-Fat Diet Induces DNA Methylation Changes That Contribute to Glucose Intolerance in Offspring
**Source:** Front Endocrinol (Lausanne). 2019 Dec 13;10:871. doi: 10.3389/fendo.2019.00871
**Supplement:** Supplementary file 1

**Supplemental Table 1 DMG GO analysis**

| Term ID | Term name | Count | PValue | Genes |
| --- | --- | --- | --- | --- |
| GO:0000122 | negative regulation of transcription from RNA polymerase II promoter | 55 | 1.97E-04 | NOG, MEF2A, HFE2, EZH2, PAX4, REST, DAXX, GLI3, TGFB1, CITED2, MEN1, DNAJC17, ZGPAT, EDNRB, KDM5A, TWIST2, ZFP366, DAB2IP, RCOR1, TLE1, RBBP7, PROX1, MSC, KDM2B, VEGFA, TGIF2, RIPPLY2, MED1, EID1, FGFR3, HDGF, HIST2H3C1, TAGLN3, NR2C1, HIC1, EZR, HEXIM1, PTH, OTUD7B, TBX6, SMAD7, WWTR1, SNAI2, PPP1R13L, SNAI3, BRMS1, PDE2A, NEDD4, ETS2, HIST1H3C, PHF21A, PTCH1, HIST1H3E, TBL1X, NCOR2 |
| GO:0006334 | nucleosome assembly | 15 | 2.20E-04 | HIST2H2AA2, HIST1H2BB, BRD2, HIST1H2BG, HIST2H3C1, SART3, NAP1L5, DAXX, HIST2H2AA1, HIST1H2BM, HIST1H4A, HIST1H3A, HIST1H3C, HIST1H3E, HIST1H3G |
| GO:0006351 | transcription, DNA-templated | 117 | 2.28E-04 | AKNA, MEF2A, INO80, HOXD1, REST, CNOT7, CITED1, ZFP580, ZIC3, CITED2, ZGPAT, DDX17, FIZ1, TWIST2, RCOR1, FOXN1, MTA1, PROX1, KDM2B, ZFP280C, ZFP263, TGIF2, AKAP8, NFE2L2, EID1, CNBP, ONECUT1, HDGF, SOX7, MYT1, ZFP768, NR2C1, HEXIM1, SMARCB1, LHX3, HNRNPD, NKX3-1, SLC30A9, HELLS, HIP1, ZBTB46, SMAD7, SMAD5, SAFB2, PAXIP1, ETS2, HOXB5, IKBKG, DDX54, FOXI1, NCOR2, ZFP12, HLF, FOXK1, GPBP1, ELF4, EZH2, ARID4B, PAX4, DAXX, GLI3, TMF1, DNAJC17, MEN1, FUBP1, HLX, SPIB, ALX4, KDM5A, SOX10, SNAPC4, TLE1, TLE2, RBBP7, NLRP3, MSC, PCGF1, CCNL2, SENP2, HOXC10, ITGB1BP1, USP22, MED1, THOC1, ZFP397, PML, TXLNG, HIC1, TSC22D1, TRIM30A, PRDM12, HIC2, POU2F3, SAFB, ZFP524, WAC, LIMD1, TLX2, ZFP213, TBX6, BRD2, BRD3, TRNP1, ZFP703, ILF3, WWTR1, SNAI2, PPP1R13L, POLR3E, SNAI3, BRMS1, SP2, MAPK13, PHF21A, IRF4, TBL1X, KDM4D |
| GO:0045892 | negative regulation of transcription, DNA-templated | 44 | 8.11E-04 | ZFP12, EID1, FOXK1, NFKBIE, EZH2, PML, SOX7, PAX4, REST, DAXX, GLI3, CITED1, TGFB1, NR2C1, CITED2, MEN1, ZGPAT, DAB2, HEXIM1, DNMT3L, A430033K04RIK, NKX3-1, LIMD1, LOXL3, TWIST2, SOX10, DAB2IP, NACC2, RCOR1, ZFP703, TLE1, ILF3, TLE2, RBBP7, PROX1, DUSP5, CD38, BRMS1, CDKN1B, ZFP280C, ZFP263, PTCH1, TBL1X, NCOR2 |
| GO:0030154 | cell differentiation | 55 | 9.78E-04 | NOG, MEF2A, FOXK1, ELF4, PAX4, ZIC3, CITED1, CITED2, NDE1, DAB2, DAB1, HLX, PUM1, PIWIL1, RHOB, PIWIL2, TWIST2, ANAPC2, SOX10, EGFL7, PLD6, SNAPC4, CDHR2, FOXN1, MGP, BOLL, ITGB1BP1, VEGFA, STMN1, GADD45B, TNFAIP2, UNC13A, EID1, CPLX2, FGFR3, ONECUT1, STK11, ADAD1, MYT1, HSPA1L, SMARCB1, LHX3, TDRD1, TEC, HIP1, SMAD5, KDR, TXNDC12, SEMA6B, D1PAS1, JAK2, TLL2, BMP8B, LRP4, UTP14B |
| GO:0005634 | nucleus | 339 | 5.15E-09 | HIST2H2AA2, KIFC1, MEF2A, U2AF2, PNKD, RNF216, REST, SART3, ACBD5, CITED1, CITED2, ISG20, HIST2H2AA1, ZGPAT, DDX17, HIST1H2BM, BRPF1, INTS7, A430033K04RIK, PDHA1, FIZ1, TWIST2, PITX2, POLL, TXNL1, ANAPC2, RCOR1, EXD2, PROX1, DPCD, RAD1, CD38, GLUL, SPAG7, MAPK6, ZFP280C, KRT15, VEGFA, TGIF2, MDH2, NEK7, NEK1, DUSP10, IGF2BP1, UBA5, PPT1, HSPA1A, MYT1, ANGEL1, TAGLN3, ASB15, HNRNPA3, DUSP18, PFN1, TPI1, UPRT, HEXIM1, RIBC2, RAC1, LHX3, BRIX1, DNMT3L, FBXO5, SUPV3L1, PRPF40A, HIP1, RECQL4, DHX9, ZBTB46, NOC4L, SMAD7, NXF7, MAP2K4, SMAD5, DUSP23, NDC80, ACACB, KDR, UPF3A, PAXIP1, ETS2, BTBD10, ZFP341, ACAD11, FOXI1, NCOR2, POP7, UTP14B, ABCF1, HLF, ZMAT4, GAR1, ELF4, EZH2, CWC15, VPS37A, RNF187, NAP1L5, DAXX, GLI3, DNAJC17, TMEM109, RRP1B, HLX, CCNY, TUBB6, USP11, SPIB, CCNO, XLR5B, LDHAL6B, LYN, SNAPC4, TLE6, ZDHHC7, TLE1, TLE2, RAD52, RBBP7, SENP2, DOK1, MGEA5, ESRP1, RIPPLY2, NCAPH2, USP22, GADD45B, CRYBA1, PRPF38B, THOC1, MED1, MIDN, HIST1H2AE, PML, POLA1, TXLNG, HIST2H3C1, AZIN1, TRIM30A, ZFP36L2, WDR18, PLIN2, REXO4, LIMD1, WAC, RBM27, TLX2, ZFP213, ZBP1, TBX6, HIST1H2BB, BRD2, BRD3, HIST1H2BG, ZFP703, BIRC7, ZFP119B, ILF3, SNAI2, CAPN2, WWTR1, POLR3E, MIS12, SNAI3, RASSF5, BRMS1, PDE2A, PPP1R7, RPS6KA1, PTP4A3, MEX3D, PHF21A, MPHOSPH6, TOB2, AKNA, PASK, INO80, RPS27L, HOXD1, UBQLN1, ANKRD6, CNOT7, ZIC3, ZFP580, TGFB1, TOP1, DAB2, ANK1, UBXN2A, TIAM1, ORC6, ACIN1, CUTC, SNRPA1, PHRF1, C2CD2, NUDT4, NUDT3, DTL, FMR1, FOXN1, GM9376, SIX2, MTA1, RSL1D1, RPAIN, KDM2B, LLPH, ZFP263, SNTG1, NFE2L2, AKAP8, DST, TNFAIP1, 1110037F02RIK, EP400, EID1, ELAC1, CNBP, FGFR3, ONECUT1, STK11, HDGF, SOX7, NEDD8, LIN28A, SESN2, ZFP768, NR2C1, POLE4, PPP1R16B, HIST1H4A, POLE3, SMARCB1, OTUD7B, HNRNPD, EIF3K, NKX3-1, NDRG1, RPL7A, STK19, SLC30A9, TRAF4, HELLS, DNAJA2, PARD6A, FKTN, CINP, MPHOSPH10, SYCE1, ARMC1, SAFB2, TRADD, CDKN1B, NEDD4, HOXB5, HIST1H3A, IKBKG, DDX50, CYFIP2, HIST1H3C, HIST1H3E, DDX54, HIST1H3G, TDPOZ2, DDX51, ZFP12, RAI1, FOXK1, GPBP1, AGTPBP1, ARID4B, PRDX5, PAX4, FAM63A, NDUFAF3, TMF1, FUBP1, MEN1, PAK6, CASP3, RANBP3, PIWIL1, RHOB, RANBP1, RANBP2, KDM5A, ALX4, ZFP366, SOX10, NUP88, TMEM38A, PRKCI, NLRP3, MSC, MCM5, PCGF1, CCNL2, RFWD2, CD3EAP, HOXC10, PRKCQ, ZPBP2, ITGB1BP1, CPSF3, ANKRD34B, ZFP397, ADAD1, ADH5, PPM1A, HIC1, KRT9, TSC22D1, PRDM12, HIC2, SAFB, POU2F3, TOR1A, ZFP524, PLCD1, TERF1, NOX4, MSH6, MORN3, ADARB1, NACC2, TRNP1, PPP1R13L, PARK7, CENPI, GSG2, SP2, ANXA11, JAK2, DENND4B, IRF4, C77370, TBL1X, KDM4D |
| GO:0005737 | cytoplasm | 360 | 8.98E-08 | MEF2A, PITPNA, PNKD, PDLIM1, RNF216, AMOTL1, SART3, PRKG1, CITED1, CITED2, ISG20, AQP2, ATCAY, HIST1H2BM, DHX37, IFT20, HOMER3, FIZ1, TWIST2, PITX2, CDCA3, TXNL1, GTPBP1, DAB2IP, EXD2, PROX1, BOLL, PITPNM1, GLUL, MAPK6, VEGFA, TMEM184A, RPS11, EIF2AK3, UNC13A, NEK7, ADSS, TPPP3, 1810043G02RIK, NFKBIE, NEK1, DUSP10, IGF2BP1, UBA5, HSPA1A, RFFL, POMC, MYT1, CAPZB, ASB15, RAB7, HNRNPA3, DUSP18, PFN1, RILPL1, FAM65C, UPRT, HEXIM1, RAC1, ZDHHC9, DNMT3L, FBXO5, SUPV3L1, TDRD1, PRPF40A, HIP1, RECQL4, DHX9, NXF7, SMAD7, MAP2K4, SMAD5, FBXO2, DUSP23, EHBP1, NDFIP2, EPRS, MAGEB4, TNNI3, S100A14, E130308A19RIK, NCKAP1, KDR, UPF3A, CEL, ETS2, BTBD10, RHEB, POP7, ABCF1, LIMA1, GFAP, NAAA, UBE2G1, EZH2, VPS37A, RNF187, TTC28, DAXX, GLI3, DNAJC17, ST6GALNAC6, NOD2, SLMAP, TUBB6, USP11, FBXL15, CCNO, FBXL16, GOLGA4, ATP5H, PARVG, ARHGEF3, LYN, ASTL, FBXL20, ZDHHC5, TLE6, FBLIM1, TLE1, ARRDC3, SENP2, DOK1, PJA1, MGEA5, PLA2G6, KSR1, GADD45B, RAB11FIP1, CRYBA1, THOC1, ATG10, PML, POLA1, TXLNG, AZIN1, FKBP1A, PLCL1, TRIM30A, ZFP36L2, GPHN, WDR18, EZR, PLIN2, NCAPG, MAN1A, EXOC4, LIMD1, HSF2BP, RBM27, TLX2, RASA2, PLEC, ZBP1, AATK, HIST1H2BB, BRD2, HIST1H2BG, SPSB2, ZFP703, BIRC7, RTN4R, ILF3, SNAI2, CAPN2, WWTR1, AGTRAP, PCK1, FEM1C, RASSF5, TUBA8, BRMS1, PDE2A, RPS6KA1, PTP4A3, MEX3D, CHN2, BAMBI, MPHOSPH6, HPGD, PAICS, TOB2, GMPR2, SRCIN1, CAPZA1, PASK, SLC7A8, IL15, UBQLN1, ANKRD6, CNOT7, ZIC3, TGFB1, TOP1, GSTM3, DAB2, PRKAR2A, ANK1, WNT3, TIAM1, SLC2A1, DNAJC8, PUM1, AKR7A5, ACIN1, CUTC, IRS2, DARS, NUDT4, BST2, NUDT3, DTL, FMR1, SIX2, MTA1, NTSR1, TACC3, ISCU, ARPC1B, TRIM36, RPAIN, RASGRF2, PAM16, ZFP263, SNTG1, MVK, STMN1, AKAP8, NFE2L2, ERC1, DST, LRRK1, TNFAIP1, SEPT9, EID1, ELAC1, FGFR4, CNBP, FGFR3, TMEM214, STK11, HDGF, MAP4K1, SOX7, LIN28A, SESN2, ITGB1, AZI2, EIF3B, FBXW5, BLOC1S3, OTUD7B, DHODH, HNRNPD, EIF3K, EIF3I, NDRG1, RPL7A, SLC30A9, STK38L, TRAF4, FGD3, TEC, PARD6A, GABARAPL1, CUBN, WDR7, MMADHC, BFSP1, IREB2, EVL, KCTD2, SAFB2, TRADD, CDKN1B, NEDD4, PRKAR1B, IKBKG, 4930579G24RIK, CYFIP2, CARS2, PARD6G, MYO19, DNAJB4, TDPOZ2, PDZD4, RAI1, AGTPBP1, LRRC8C, MRVI1, PRDX5, DSTN, TMF1, MEN1, FRMD3, PAK6, CASP3, NDE1, ZFYVE19, DDX60, CTU2, RANBP3, PIWIL1, PIWIL2, RANBP1, KDM5A, TUBA1B, SOX10, ATPAF2, NOL3, PFKL, PRKCI, TBCE, NLRP3, RFWD2, CD3EAP, TMEM67, PRKCQ, ITGB1BP1, ZFYVE28, DDT, AAMP, CLDN1, LCE3F, CPLX2, MMGT1, ANKRD34B, RNH1, ADH5, PPM1A, CDH1, TKTL2, KIF9, TPM4, HIC1, TSC22D1, RASGRP3, POU2F3, TOR1A, GGPS1, PLCD1, VPS35, SERPINB9E, TERF1, MSH6, ADARB1, TMBIM6, DTX3, KY, GDPD5, PPP1R13L, PARK7, CENPI, GSG2, CCDC113, ANXA11, JAK2, IRF4, ARAP3, ARAP1 |
| GO:0016020 | membrane | 375 | 1.67E-07 | KIFC1, VTCN1, ADCY8, OSMR, PNKD, PRKG2, PRKG1, ACBD5, SLC35A3, AQP2, HMHA1, RTBDN, ERO1LB, DDX17, MALL, KCNK9, HOMER3, LPCAT2B, PI16, GTPBP1, F11R, CRTAM, OSBP2, DAB2IP, PDPN, PLD6, CDHR1, CDHR2, LIFR, UBE2J2, CD38, PITPNM1, TMEM136, VSIG1, LHFPL4, LCTL, VEGFA, TMEM184A, MST1R, RPS11, EIF2AK3, MDH2, UNC13A, ITGA2B, CLCN3, CRELD1, RER1, SFXN1, BDKRB1, PPT1, RFFL, GPR143, CAPZB, SFXN5, RAB7, DUSP18, TMEM129, PFN1, TRAM2, RILPL1, RAC1, ZDHHC9, PRPF40A, HIP1, RECQL4, MGAT4B, DHX9, PLB1, NOC4L, FBXO2, RHBDF1, EHBP1, NDFIP2, EPRS, NDC80, ACACB, NCKAP1, KDR, SEMA6B, WSCD1, GOLGA7B, ATP2A3, OLFR474, RHEB, GHSR, CLCN7, NCOR2, ABCF1, GFAP, LEPROTL1, CACHD1, CYP2J6, VPS37A, CD151, MMP25, VEPH1, EDNRB, ST6GALNAC6, NOD2, TMEM109, ADCK2, SLMAP, ATG2A, CCNY, GPX8, GOLGA4, ATP5H, COX15, OLFR18, PARVG, PIK3C2G, JKAMP, LYN, CMKLR1, ZDHHC5, PGAP1, ZDHHC7, SDK2, CACNG5, ARRDC3, ST6GALNAC2, SENP2, MGEA5, PLA2G6, SUSD3, NCAPH2, KSR1, RAB11FIP1, STEAP1, MED1, RAB3A, SLC39A10, GPR63, RPL27A, PML, TXLNG, HIST2H3C1, FKBP1A, MIP, BEST3, GPHN, EZR, PLIN2, NCAPG, IL10RA, MAN1A, COL6A2, ETFDH, EXOC4, FUT4, PCSK7, GLIPR1L2, ACSL3, GALNT14, RASA2, AATK, PIRT, A4GALT, RTN4R, TMEM5, ILF3, CAPN2, AGTRAP, SDHA, CD19, PDE2A, PTP4A3, LAYN, NPHS2, LRRN1, CHN2, GFRA1, PTCH1, PTCH2, BAMBI, PAICS, NCLN, LRP4, AKNA, KCNC4, HFE2, SRCIN1, CTPS, CAPZA1, SLC7A8, JAG1, CNOT7, UBQLN1, C2CD2L, DAB2, PRKAR2A, ANK1, DAB1, CISD1, ST3GAL4, TIAM1, PGRMC1, PGRMC2, SLC2A1, SLC25A29, ORC6, PDGFD, DNAJC4, RNF149, LEPROT, PQLC2, DSCAM, PHRF1, KCND3, TMEM204, DARS, BST2, DTL, ERP29, FMR1, NTSR1, SLC25A30, RSL1D1, RASGRF2, SLC25A34, SLC25A36, VAMP4, STMN1, SLC25A39, RNF26, SLC38A1, AKAP8, ERC1, DST, STX5A, DERL2, FGFR4, FGFR3, TMEM214, PANX1, STK11, ARFRP1, PAQR6, TMEM218, MAP4K1, NINJ1, OPN1SW, FXYD5, ITGB1, PPP1R16B, HIST1H4A, DHODH, EIF3K, ARL6IP6, NDRG1, RPL7A, SLC30A9, STK38L, TRAF4, LRFN3, UPK2, TEC, OTOP1, DNAJA2, PARD6A, GABARAPL1, FKTN, RAB8B, CUBN, GABRA4, BFSP1, DOCK9, RHD, EVL, CACNA2D3, CACNA2D2, ABCB6, SLC6A19, ST7L, DDX55, LOXHD1, NEDD4, GRINA, PRKAR1B, HIST1H3A, NDUFV2, DDX50, CYFIP2, HIST1H3C, CACNA1E, SCN8A, PARD6G, MYO19, HIST1H3E, DNAJB4, DDX54, HIST1H3G, MS4A13, TMEM88, SLC5A11, DDX51, SLC45A3, SLC5A1, LRRC8C, LEPR, MRVI1, HEXB, PCDHGA7, LSS, SDC4, NDUFAF3, TMF1, FRMD3, TAAR6, NDE1, RHOB, RANBP2, LOXL3, DENND5B, EBAG9, PIGA, NOL3, MAN1A2, PFKL, PIGW, TMEM38A, PRKCI, HEPHL1, FSHR, MCM5, TMEM67, FAM134B, PRKCQ, LARP4, MANEAL, DGAT2, PSD, SLC35E3, CHRM1, ITGB1BP1, ZFYVE28, SLC35E1, CLDN1, PPM1L, SNX13, CD101, MMGT1, LMF2, APH1C, PPM1A, CDH1, PCDHGC4, SEC63, TPM4, KRT9, SNN, TMEM37, TAP2, TSPAN32, TOR1A, PLCD1, VPS35, TMEM45A, NDUFA4, NOX4, NDUFA5, 2410015M20RIK, TMBIM6, GDPD5, CYP20A1, TSPAN18, PARK7, RDH11, SLC35C1, ANXA11, JAK2, IRF4, ARAP3, ARAP1, SCN4A |
| GO:0005913 | cell-cell adherens junction | 34 | 2.91E-06 | LIMA1, CAPZA1, HIST2H3C1, CDH1, HSPA1A, PDLIM1, ITGB1, CAPZB, PAK6, PFN1, EZR, RANBP1, NDRG1, RPL7A, DLG5, PLEC, COBLL1, F11R, CRTAM, DAB2IP, LYN, SMAD7, DOCK9, PPP1R13L, PARK7, RSL1D1, HIST1H3A, HIST1H3C, HIST1H3E, ERC1, HIST1H3G, STX5A, PAICS, SEPT9 |
| GO:0070062 | extracellular exosome | 157 | 4.51E-05 | HIST2H2AA2, LTBP2, PITPNA, CAPZA1, SLC7A8, C1QC, HIST2H2AA1, AQP2, APOA4, HIST1H2BM, PRKAR2A, DAB2, CISD1, ST3GAL4, IFT20, PGRMC1, SLC2A1, RNF149, AKR7A5, PDGFD, PI16, MB, TXNL1, F11R, DAB2IP, DARS, BST2, NUDT3, CRTAC1, ERP29, CDHR2, LIFR, MGP, ARPC1B, CD38, GLUL, TRIM36, KRT15, MVK, STMN1, RPS11, SLC38A1, MDH2, ITGA2B, ADSS, TPPP3, STK11, NEDD8, PPT1, CAPZB, ITGB1, RAB7, PFN1, TPI1, EIF3B, HIST1H4A, RAC1, IDH2, EIF3K, HNRNPD, NDRG1, EIF3I, RPL7A, ANGPTL2, UPK2, DNAJA2, RAB8B, CUBN, FBXO2, DUSP23, S100A14, ABCB6, SLC6A19, ECM1, NCKAP1, SAFB2, CEL, NEDD4, HIST1H3A, ARMC9, CYFIP2, ALDH2, HIST1H3C, RHEB, HIST1H3E, DNAJB4, HIST1H3G, NAAA, UBE2G1, SLC5A1, HEXB, CYP2J6, PRDX5, FAM63A, SDC4, DSTN, TMEM109, CCNY, TUBB6, RHOB, ATP5H, TUBA1B, GOLGA4, PPP2R1B, PFKL, MAN1A2, LYN, TMEM38A, PRKCI, ITGB1BP1, DDT, PPM1L, CTSF, CD101, HIST1H2AE, RNH1, ADH5, HIST2H3C1, CDH1, FKBP1A, CPN2, TPM4, KRT9, TMED7, EZR, NHLRC3, TOR1A, MAN1A, COL6A2, VPS35, PLCD1, TSTA3, PLEC, ETFA, NDUFA4, COBLL1, GSTA2, A4GALT, 0610037L13RIK, HIST1H2BG, RNASE6, HSPG2, RTN4R, NID2, CAPN2, PARK7, PCK1, KRT75, CD19, PPP1R7, FBLN2, NPHS2, ANXA11, GFRA1, HPGD, PAICS, TRMT112 |
| GO:0098641 | cadherin binding involved in cell-cell adhesion | 30 | 1.84E-05 | LIMA1, CAPZA1, HIST2H3C1, CDH1, HSPA1A, PDLIM1, ITGB1, CAPZB, PAK6, PFN1, EZR, RANBP1, NDRG1, RPL7A, PLEC, COBLL1, F11R, DAB2IP, DOCK9, PPP1R13L, PARK7, RSL1D1, HIST1H3A, HIST1H3C, HIST1H3E, ERC1, HIST1H3G, STX5A, PAICS, SEPT9 |
| GO:0005515 | protein binding | 228 | 5.81E-05 | KIFC1, MEF2A, PNKD, U2AF2, LDHD, PDLIM1, PRKG2, REST, AMOTL1, PRKG1, CITED1, CITED2, IFT20, HOMER3, FAU, FIZ1, TWIST2, PITX2, F11R, DAB2IP, PLD6, CRTAC1, RCOR1, CDHR1, LIFR, PROX1, GLUL, MAPK6, VEGFA, EIF2AK3, UNC13A, PPT1, HSPA1A, MYT1, CAPZB, RAB7, PFN1, TRAM2, RAC1, DNMT3L, LHX3, FBXO5, TDRD1, HIP1, PRPF40A, DHX9, SMAD7, CRIP2, FBXO2, SMAD5, MAP2K4, EHBP1, NDC80, KDR, NCKAP1, LAMA1, PAXIP1, ATP2A3, BTBD10, TRAFD1, NCOR2, LIMA1, GFAP, GAR1, EZH2, UVRAG, DAXX, GLI3, FBXL19, EDNRB, TMEM109, NOD2, RRP1B, ASTL, LYN, ZDHHC5, TLE6, TLE1, RBBP7, PJA1, KSR1, FKBP10, GADD45B, MED1, THOC1, RAB3A, ATG10, USP5, PML, TXLNG, FKBP1A, MIP, GPHN, EZR, PLIN2, SOS2, EXOC4, LIMD1, TLX2, AATK, ETFA, PLEC, SPSB2, RTN4R, HSPG2, NID2, SNAI2, WWTR1, RASSF5, BRMS1, FBLN2, NPHS2, PTCH1, LRP4, SRCIN1, CAPZA1, JAG1, CNOT7, ANKRD6, ZIC3, TGFB1, PRKAR2A, DAB2, DAB1, WNT3, TIAM1, PGRMC2, SLC2A1, RNF149, LEPROT, SPATA22, DSCAM, KCND3, IRS2, TMEM204, FMR1, MTA1, SIX2, FGF22, TACC3, RSL1D1, LLPH, STMN1, NFE2L2, AKAP8, ERC1, DST, LRRK1, EP400, EID1, FGFR4, FGFR3, STK11, HDGF, MAP4K1, NEDD8, SESN2, ITGB1, NR2C1, FBXW5, POLE3, SMARCB1, BLOC1S3, OTUD7B, NKX3-1, ARL6IP6, RPL7A, TEC, PARD6A, GABARAPL1, RAB8B, CUBN, BFSP1, EVL, SYCE1, SLC6A19, TRADD, PPIF, CDKN1B, NEDD4, IKBKG, CYFIP2, SCN8A, FOXK1, GPBP1, AGTPBP1, LEPR, MRVI1, TMF1, ACOT9, MEN1, FUBP1, NDE1, DDX60, PIWIL1, PIWIL2, RHOB, DLG5, RANBP2, KDM5A, ALX4, TUBA1B, SOX10, NOL3, PRKCI, NLRP3, CCNL2, RFWD2, CD3EAP, PRKCQ, PPM1J, ITGB1BP1, CLDN1, PPM1L, CDH1, SAFB, TAP2, TOR1A, VPS35, PLCD1, TERF1, TRNP1, DTX3, PPP1R13L, PARK7, JAK2, IRF4, TBL1X |
| GO:0003723 | RNA binding | 59 | 7.54E-05 | GAR1, ZMAT4, U2AF2, TRMT2A, EZH2, CWC15, CNOT7, SART3, ISG20, FUBP1, DNAJC17, DDX17, DDX60, PUM1, PIWIL1, PIWIL2, RANBP2, SNRPA1, NUDT4, FMR1, EIF1A, RBBP7, BOLL, RSL1D1, LARP4, KDM2B, ESRP1, RPS11, CPSF3, THOC1, ADAD1, IGF2BP1, LIN28A, HNRNPA3, ZFP36L2, EIF3B, SAFB, BRIX1, HNRNPD, EIF3K, RPL7A, RBM27, PRPF40A, ZBP1, DHX9, ADARB1, NXF7, IREB2, EPRS, ILF3, PARK7, SAFB2, DDX55, D1PAS1, DDX50, MEX3D, DDX54, MPHOSPH6, DDX51 |
| GO:0003677 | DNA binding | 113 | 3.20E-04 | AKNA, HIST2H2AA2, MEF2A, INO80, HOXD1, REST, ZFP580, ZIC3, HIST2H2AA1, TOP1, ZGPAT, HIST1H2BM, ORC6, TWIST2, PITX2, POLL, RCOR1, ANKRD33B, FOXN1, MTA1, SIX2, PROX1, KDM2B, ZFP280C, ZFP263, TGIF2, AKAP8, NFE2L2, EP400, CNBP, ONECUT1, HDGF, SOX7, MYT1, LIN28A, ZFP768, NR2C1, POLE4, HIST1H4A, POLE3, SMARCB1, LHX3, OTUD7B, HNRNPD, NKX3-1, SUPV3L1, RECQL4, DHX9, SMAD7, SMAD5, E130308A19RIK, SAFB2, ETS2, HOXB5, D1PAS1, HIST1H3C, HIST1H3E, ZFP341, FOXI1, NCOR2, HLF, FOXK1, GPBP1, ZMAT4, ELF4, ARID4B, PAX4, GLI3, TMF1, MEN1, FUBP1, FBXL19, HLX, SPIB, ALX4, KDM5A, SOX10, SNAPC4, RAD52, MSC, MCM5, HOXC10, MED1, THOC1, HIST1H2AE, POLA1, PML, HIST2H3C1, HIC1, TRIM30A, PRDM12, ZFP36L2, HIC2, POU2F3, SAFB, SOS2, ZFP524, TLX2, TERF1, ZBP1, TBX6, MSH6, HIST1H2BB, TRNP1, HIST1H2BG, ILF3, SNAI2, GSG2, SNAI3, SP2, PHF21A, IRF4, TBL1X |
| GO:0050693 | LBD domain binding | 4 | 3.34E-04 | PROX1, CITED1, CITED2, MED1 |

**Supplemental Table 2 DMG KEGG analysis**

| Term No | Term name | Gene Count | P Value | Genes |
| --- | --- | --- | --- | --- |
| mmu04920 | Adipocytokine signaling pathway | 15 | 3.76E-06 | PRKAG3, IRS2, STK11, NFKBIE, LEPR, PRKAG2, ACACB, POMC, TRADD, PCK1, PRKCQ, SLC2A1, IKBKG, JAK2, ACSL3 |
| mmu04010 | MAPK signaling pathway | 27 | 8.01E-05 | FGFR4, FGFR3, PPM1A, DUSP10, MAP4K1, HSPA1A, DAXX, TGFB1, HSPA1L, CASP3, RASGRP3, SOS2, RAC1, RASA2, MAP2K4, CACNG5, FGF22, CACNA2D3, CACNA2D2, DUSP5, RPS6KA1, RASGRF2, MAPK13, IKBKG, CACNA1E, STMN1, GADD45B |
| mmu00620 | Pyruvate metabolism | 8 | 0.001743 | LDHAL6B, LDHD, ALDH2, ACACB, DLAT, PDHA1, MDH2, PCK1 |
| mmu05145 | Toxoplasmosis | 13 | 0.003005 | PPIF, HSPA1L, LAMA1, CASP3, H2-OA, MAPK13, IL10RA, IKBKG, BIRC7, JAK2, HSPA1A, ITGB1, TGFB1 |
| mmu05410 | Hypertrophic cardiomyopathy (HCM) | 11 | 0.003118 | PRKAG3, MYL3, PRKAG2, CACNG5, CACNA2D3, TNNI3, ITGB1, CACNA2D2, TPM4, TGFB1, ITGA2B |
| mmu04015 | Rap1 signaling pathway | 20 | 0.004337 | PARD6A, FGFR4, FGFR3, ADCY8, PRKCI, CDH1, FGF22, ITGB1, KDR, PFN1, RASSF5, RASGRP3, MAPK13, TIAM1, VEGFA, RAC1, PARD6G, PDGFD, ARAP3, ITGA2B |
| mmu04810 | Regulation of actin cytoskeleton | 19 | 0.008928 | FGFR4, FGFR3, FGF22, BDKRB1, ITGB1, NCKAP1, MYL9, PAK6, ARPC1B, PFN1, EZR, TIAM1, CHRM1, SOS2, RAC1, CYFIP2, PDGFD, FGD3, ITGA2B |
| mmu04141 | Protein processing in endoplasmic reticulum | 16 | 0.010145 | DERL2, MAN1A2, UBE2G1, ERP29, FBXO2, HSPA1A, UBE2J2, UBQLN1, CAPN2, SEC63, HSPA1L, ERO1LB, MAN1A, NFE2L2, EIF2AK3, DNAJA2 |
| mmu05414 | Dilated cardiomyopathy | 10 | 0.013405 | ADCY8, MYL3, CACNG5, CACNA2D3, TNNI3, ITGB1, CACNA2D2, TPM4, TGFB1, ITGA2B |
| mmu05200 | Pathways in cancer | 29 | 0.014088 | FGFR3, ADCY8, PML, CDH1, BDKRB1, GLI3, ITGB1, TGFB1, EDNRB, CASP3, WNT3, RASGRP3, RAC1, SOS2, SLC2A1, NKX3-1, TRAF4, MSH6, WNT10A, BIRC7, FGF22, LAMA1, RASSF5, CDKN1B, IKBKG, VEGFA, PTCH1, PTCH2, ITGA2B |
| mmu00020 | Citrate cycle (TCA cycle) | 6 | 0.014345 | SDHA, IDH2, DLAT, PDHA1, MDH2, PCK1 |
| mmu04350 | TGF-beta signaling pathway | 10 | 0.015507 | PPP2R1B, NOG, INHBE, SMAD7, SMAD5, TGIF2, BAMBI, TGFB1, BMP8B, PITX2 |
| mmu05322 | Systemic lupus erythematosus | 14 | 0.017307 | HIST2H2AA2, HIST1H2BB, HIST1H2BG, HIST1H2AE, HIST2H3C1, C1QC, HIST2H2AA1, HIST1H2BM, HIST1H4A, H2-OA, HIST1H3A, HIST1H3C, HIST1H3E, HIST1H3G |
| mmu01130 | Biosynthesis of antibiotics | 18 | 0.019159 | LDHAL6B, PFKL, ADH5, LSS, TKTL2, DLAT, PPAT, PCK1, SDHA, TPI1, HMGCS2, ALDH2, GGPS1, IDH2, MVK, PDHA1, PAICS, MDH2 |
| mmu05205 | Proteoglycans in cancer | 17 | 0.024118 | WNT10A, HSPG2, SDC4, ITGB1, TGFB1, KDR, CASP3, WNT3, EZR, ANK1, TIAM1, MAPK13, VEGFA, RAC1, SOS2, PTCH1, TWIST2 |
| mmu03013 | RNA transport | 15 | 0.024186 | ELAC1, NUP88, NXF7, FMR1, EIF1A, TACC3, UPF3A, SENP2, EIF3B, CYFIP2, EIF3I, RANBP2, ACIN1, POP7, THOC1 |
| mmu04550 | Signaling pathways regulating pluripotency of stem cells | 13 | 0.024437 | WNT10A, FGFR4, WNT3, FGFR3, ONECUT1, INHBE, MAPK13, SMAD5, LIFR, JAK2, REST, ZIC3, PCGF1 |
| mmu00010 | Glycolysis / Gluconeogenesis | 8 | 0.030809 | TPI1, PFKL, LDHAL6B, ALDH2, ADH5, DLAT, PDHA1, PCK1 |
| mmu04144 | Endocytosis | 20 | 0.031024 | PARD6A, FGFR4, FGFR3, CAPZA1, PRKCI, PML, VPS37A, HSPA1A, CAPZB, RAB7, HSPA1L, ARPC1B, DAB2, PSD, NEDD4, VPS35, PARD6G, ARAP3, RAB11FIP1, ARAP1 |
| mmu04014 | Ras signaling pathway | 18 | 0.034101 | FGFR4, FGFR3, FGF22, KDR, PAK6, RASSF5, RASGRF2, RASGRP3, TIAM1, ETS2, VEGFA, IKBKG, SOS2, RAC1, PLA2G6, PDGFD, KSR1, RASA2 |
| mmu04068 | FoxO signaling pathway | 12 | 0.0436 | PRKAG3, IRS2, GABARAPL1, CDKN1B, HOMER3, STK11, MAPK13, SOS2, PRKAG2, GADD45B, TGFB1, PCK1 |
| mmu04151 | PI3K-Akt signaling pathway | 23 | 0.083719 | CSF3, PPP2R1B, FGFR4, FGFR3, OSMR, STK11, FGF22, ITGB1, PCK1, KDR, LAMA1, CD19, CDKN1B, CHRM1, VEGFA, IKBKG, SOS2, RAC1, COL6A2, RHEB, JAK2, PDGFD, ITGA2B |
| mmu01200 | Carbon metabolism | 10 | 0.084825 | SDHA, TPI1, PFKL, MCEE, ADH5, IDH2, TKTL2, DLAT, PDHA1, MDH2 |
| mmu04390 | Hippo signaling pathway | 12 | 0.086612 | PARD6A, PPP2R1B, WNT10A, WNT3, PRKCI, CDH1, LIMD1, PARD6G, WWTR1, SNAI2, TGFB1, BMP8B |
| mmu04540 | Gap junction | 8 | 0.099142 | TUBA8, ADCY8, SOS2, TUBB6, PDGFD, PRKG2, PRKG1, TUBA1B |

How the deposited data were processed for this re-analysis (not part of the article)

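DNA methylation was measured by MeDIP and promoter arrays in the livers of 3 HF-CON and 3 CON-CON pups, 1 pup per array, with the groups taken from the sample labels and the paper. The deposited scanner files hold intensities of 2 channels (Cy3 for input, Cy5 for MeDIP), which the authors' Feature Extraction 11.0.1.1 had background-subtracted and dye-normalized with a linear factor, beside the median spot and background intensities and a log10 ratio. That deposited log10 ratio of Cy5 over Cy3 was not used further. The authors also deposited a table of log2 values for the same 174638 probes. Set against each array's log2 ratio of median spot signals, its columns correlate at r = 0.924 to 0.938, so its direction is MeDIP over input. Its column medians are 0.0321, 0.0284 and 0.0326 for HF-CON replicates 1 to 3 and 0.0389, 0.0302 and 0.0226 for CON-CON replicates 1 to 3, and its SDs lie between 1.05 and 1.08. Deviations of neighbouring probes correlate at 0.555 to 0.578 in the authors' table and at 0.0187 to 0.0527 in the scanner values, so the table appears smoothed along the genome and brought to 1 spread. How that was done is not given in the sources used here, so its exact scale and centring stay unknown.

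From the scanner files, log2 of the processed MeDIP over input signal was taken, control spots and outlier spots were left out, and each array was centred on its median. The window search followed the paper's methods. M' was the mean log2 MeDIP/Input of the HF-CON group minus that of the CON-CON group. Around each probe, a one-sided Kolmogorov-Smirnov test asked whether M' of the probes in a 750 bp window lay higher than over the whole array, and the search was repeated on -M'. At least 2 probes with a −log10 p of 2 or more made a peak, peaks within 500 bp were merged, at least 1 group needed a median log2 MeDIP/Input of 0.3 or more, and at least 0.5 of the probes needed a coefficient of variability of 0.8 or less in both groups. The search was written anew in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, since NimbleScan was not used here, and can differ from it in detail. Promoters (runs of probes with starts 1000 bp or less apart, with at least 3 measured probes) were tested on their mean log2 value, and single probes on their own, with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment at 0.05. data.table 1.17.8 read the files and matplotlib 3.10.9 drew the figures.

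Both steps were tested on simulated data with the real probes' means and spreads. In 200 regions of 4 probes, all with a mean log2 MeDIP/Input of 1 or more, the HF-CON values were shifted by 1 on the log2 scale. The window search over 174638 probes then recovered 92 of 100 raised and 70 of 100 lowered regions and called 140 DMRs elsewhere. With no region shifted it called 144. For promoters, limma recovered 195 of 200 shifted by 1 and 200 of 200 shifted by 2, among 21981, with 13 and 12 false calls. The simulated noise was independent between arrays, without slide or scan period effects. Real promoter differences ran from -0.96 to 0.97, and shifts under 1 or over part of a promoter were not simulated for limma. The simulation therefore does not show that limma would find changes of that size. For single probes it recovered 0 of 200 shifted by 1, 9 of 200 shifted by 2 and 198 of 200 shifted by 4, among 171856.

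Same-numbered arrays deviated together from their group means over promoters, with correlations of 0.209, 0.236 and 0.465 for replicates 1, 2 and 3. Deviations in a group sum to 0, so a joint deviation at replicate 3 favours positive values among replicates 1 and 2, which are not separate evidence. Replicates 1 and 2 share a scan period and replicate 3 has another. Across numbers within the first period, HF-CON replicate 1 correlated with CON-CON replicate 2 at 0.223 and HF-CON replicate 2 with CON-CON replicate 1 at 0.0087. Between periods the correlations were -0.373 to -0.177. In the authors' table they were 0.137 to 0.378 within the first period and -0.48 to -0.28 between periods. The values thus follow the scan periods, and a pairing by number within the first is not established. The replicate block and the splits that part same-numbered pairs rest on that numbering. Slides were fitted as a random block, with a consensus correlation of 0.264 over 20000 promoters and 0.461 over 20000 probes. For each comparison, every split of the 6 arrays into 3 and 3 was also run, which makes 10 splits.

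The alternatives fixed before the data were examined were other background correction (normexp with an offset of 50, on median spot signals because the files hold no mean spot signals), quantile normalization, a common spread, the authors' table, a filter on dim probes, each replicate left out, replicate and slide blocks, other windows, thresholds and filters of the search, and other summaries and settings of limma. Trends on probe length, enrichment level and brightness, the scan period and averaging along the genome were added after seeing the data. The text was to name Irs2, Map2k4, the adipocytokine and MAPK genes of Supplemental Table 2, the genes of the discussion, members of gene lists fixed at the start, and the 10 promoters per direction with the largest difference past the limma threshold, filled up with promoters of smallest limma p that hold a DMR of that direction and whose groups do not overlap. No promoter passed, so the lists were filled that way, with 10 promoters lower in the HF-CON group (of 97 that qualified) and 1 higher, of which 2 and 1 are printed. The probes carry mm9 positions and no gene names, and the gene table at hand is of another build (GRCm38.p6), so no probe was given a gene. Irs2, Map2k4, the gene lists, the pathway genes and the CpG classes of promoters were therefore not analysed here.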

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

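The comparison of scan periods was planned after the correlations between arrays had been seen, and before its own result was. With diet in the model, 796 of 21981 promoters differed between the scan periods in limma at an adjusted p under 0.05, 208 of them higher and 588 lower in the second, a signal in a property of the arrays that the paper does not report on. In the same model 0 promoters differed between the HF-CON and CON-CON groups. In the authors' table the counts were 3550 for scan period and 37 for diet. The second period holds 1 pup of each group, so a difference between these 2 pups and the other 4 cannot be separated from it, and no biological explanation was tested.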

How the results depend on the processing

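The search, with 208 DMRs (7 hypermethylated, 201 hypomethylated), moved with the values it was given and with its own settings. It gave 611 DMRs (0 and 611) after normexp background correction, 132 (56 and 76) after quantile normalization, 140 (92 and 48) with every array scaled to 1 spread, 1248 (686 and 562) in the authors' table and 149 (4 and 145) with input above background on all arrays. It gave 15 (0 and 15) at a −log10 p of 3, 323 (27 and 296) with a 1000 bp window, 254 (19 and 235) without the filter on the coefficient of variability and 635 (328 and 307) without the minimum on the group median. Of the 208 DMRs, 73 (0 and 73) also passed limma at 0.05 over these regions, which had been chosen for their difference. Of the 1248 in the authors' table, 0 passed (smallest adjusted p = 0.077). With a replicate left out, the search gave 155 to 230 DMRs, with 3 to 30 hypermethylated and 125 to 227 hypomethylated. The 30 and the 125 came without HF-CON replicate 3, and the hypermethylated count was 17 without HF-CON replicate 2, 13 without CON-CON replicate 1, 12 without CON-CON replicate 2 and 3 without HF-CON replicate 1. Settings chosen after seeing the data gave 270 DMRs (44 and 226) with the trend on probe length removed, 137 (68 and 69) with the trend on enrichment level removed, 179 (17 and 162) with the trend on brightness removed, 182 (23 and 159) in scan period 1 alone, 261 (55 and 206) in scan period 2 alone and 1780 (199 and 1581) with the scanner values averaged over the 750 bp window. The cause of these shifts was not tested, apart from the spread and brightness of the arrays and averaging along the genome. The share of DMRs on chromosomes 2, 4, 7, 9 and 11 was 40.0% at a −log10 p of 3, 28.0% in scan period 1 alone, 30.3% in scan period 2 alone and 31.6 to 42.3% with a replicate left out, and between these in the other settings, all but the first chosen for this share after seeing the data.

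For limma, 0 promoters and 0 probes passed, and the counts moved from 0 with normexp (7770 promoters and 13042 probes, the promoters all lower in the HF-CON group) and in the authors' table with the replicate block (32 promoters, 1 probe) or with scan period as a block (37 promoters, 1 probe), both chosen after seeing the data. The replicate block on the scanner values gave 0 promoters and 0 probes and changed no other call, and the other settings in limma, slide as a random block and each replicate left out among them, also gave 0. The unadjusted p was under 0.05 for 1587 promoters, for 3127 with the replicate block, for 2925 with scan period as a block and for 958 with slide as a random block. Every slide holds 1 group, so slides can add to any group difference. The promoter on chromosome 12 turned from a difference of 0.12 to -0.25 with normexp and to -0.13 with the median over probes, and the cause was not tested. The promoter on chromosome 17 passed with normexp (-0.26, adjusted p = 0.0288, where its adjusted p over the settings run for it ranged from that to 0.994), and it had too few probes for a value with input above background on all arrays. It and the promoter on chromosome 3 were lower in the HF-CON group in the other settings too, but by less in some. On chromosome 17 the difference was -0.14 in the authors' table, and on chromosome 3 it was -0.14 with normexp, -0.20 in the authors' table and -0.43 with the median over probes, where normexp and the authors' table also change the scale of the values. Alternatives for Irs2, Map2k4, the gene lists, the pathway genes, the CpG classes and the CpG density trend were not run, as no probe was given a gene or a sequence. MeDIP signal was well above background at 61.0 to 71.4% of probes per array, which limits low log2 values.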

Differences from the paper's values

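The paper reports 1099 DMRs, and the window search on the scanner values gave 208. The paper reports 713 hypermethylated DMRs against 7 here, and 386 hypomethylated DMRs against 201 here. Of the alternatives set before the data were examined, the authors' table came within 1.5 times of all 3 of the paper's numbers, with 1248 DMRs, 686 hypermethylated and 562 hypomethylated. In that table 8 of the 10 splits of the arrays, the real one included, gave at least as many DMRs as the real one. The closeness to the paper's total is therefore not particular to the diet grouping. The hypomethylated count also came within that range with a 1000 bp window (296) and without the minimum on the group median (307). The other alternatives set before the data were examined stayed outside it, 16 for all DMRs, 16 for the hypermethylated and 14 for the hypomethylated ones, and the settings added later did not come within it for any of the 3 numbers.

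The paper has more hypermethylated than hypomethylated DMRs. The scanner values gave the opposite order (7 and 201), while the authors' table (686 and 562) and arrays scaled to 1 spread (92 and 48) gave the paper's order. Without a minimum on the group median the split was about even (328 and 307, Wilson interval 47.8 to 55.5% hypermethylated). Splits that mixed the diets ran from 800 and 787 to 942 and 653 in the authors' table. With arrays scaled to 1 spread they ran from 53 and 54 to 21 and 75. Such imbalance is therefore not particular to the diet grouping. The paper places DMRs mainly on chromosomes 2, 4, 7, 9 and 11. Here chromosome 5 held the most (20) and chromosome 9 held 7, with the other 4 chromosomes at ranks 2 to 5. In the authors' table at a −log10 p of 3, 99 were hypermethylated and 86 hypomethylated. In that table at a −log10 p of 2, chromosomes 11, 2, 7, 5 and 4 led with 109, 105, 95, 82 and 79 DMRs, and chromosome 9 held 71.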

Other observations

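The tests by shuffling, by averaging along the genome, by scan period, by brightness and by splits that part pairs were chosen after the DMRs had been seen, and scaling to 1 spread and the splits for DMRs, though planned earlier, were read as tests only after their results were known. In 3064 of 21981 promoters (13.9%, where chance gives 10%) the 3 HF-CON pups did not overlap the 3 CON-CON pups, with 2657 lower and 407 higher in the HF-CON group, in values whose median promoter difference was itself -0.10. Hypomethylated DMRs of the scanner values and of the authors' table shared 59 promoters, where independent lists would share 5.06, and hypermethylated ones shared 2, where independent lists would share 0.22. Both come from the same arrays, so the overlap is no independent evidence.

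For promoters in limma the real split of the arrays gave 0 and the highest of the other splits 2, and for probes 0 and 0. Every split reaches a count of 0, so these comparisons say nothing about chance. For DMRs the real split gave 208 and the highest other 242, and 2 splits, the real one included, gave as many, while with every array scaled to 1 spread the real split gave 140 and the highest other 132. With 10 splits no share under 0.05 can be reached. At an unadjusted p under 0.05, the real split had 1587 promoters, while the 4 splits that put both arrays of the second scan period on one side, and so part fewer same-numbered pairs, had 1581 to 2730. Among the splits that part every such pair, the other 3 had 213 to 487, and with the replicate block the real one had 3127 and the others 376 to 925. After adjustment with that block, the real split had 0 promoters and 1 of the other 3 had 1 in the scanner values, while in the authors' table the real split had 32 and the other 3 had 0 each. In the same 3 splits the window search gave 107 to 242 DMRs, on both sides of the real split's 208, and 106 to 129 with arrays scaled to 1 spread, below the real split's 140.

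When whole probes, each with its 6 values, were shuffled over positions, the scanner values gave a median of 167.5 DMRs over 20 shuffles (148 to 180), against 208 in place, so neighbouring probes that pass together by chance may account for most of the count. No table argues against this, and in simulated arrays without any changed region the search called 144.

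The authors' table gave 1248 DMRs, 6.0 times as many as the scanner values, and a median of 169 when shuffled. Scanner values averaged over the 750 bp window gave 8.56 times the DMRs of the unaveraged ones, so smoothing along the genome, which gives neighbouring probes like values while the search counts them as separate, is a candidate explanation for the larger count. The averaging used the search's own window, so a rise was built in, and it was not matched to the smoothing of the table. Its 199 hypermethylated and 1581 hypomethylated DMRs were also split unlike the table's 686 and 562. In that table the other 9 splits gave 1146 to 1595 DMRs, and the 4 with both arrays of the second scan period on one side gave 1509 to 1595. Of all 10 splits, 8, the real one included, gave at least as many as the real one.

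In the scanner values 3.37% of DMRs were hypermethylated (95% Wilson interval 1.64 to 6.78%, counting error only), and a trend on spot brightness is argued against as the whole cause, since with it removed the share was 9.5% (6.01 to 14.7%). A narrower spread of log ratios on the HF-CON arrays stays open, since scaling every array to 1 spread brought the share to 65.7% (57.5 to 73.1%). With the trend on enrichment level removed the share was 49.6% (41.4 to 57.9%). Probes shuffled over positions were one-sided as well, with medians of 13.0 hypermethylated and 154.5 hypomethylated DMRs. The one-sidedness holds among regions that pass the search's minimum on the group median, since without that minimum 51.7% were hypermethylated (328 and 307). In the real split, maternal diet cannot be told apart from the spread of the arrays. In each scan period alone at most 21.07% were hypermethylated (16.6 to 26.4%), but the HF-CON arrays also had the narrower spread in each. Their scaled median absolute deviations were 2.48 and 2.21 against 2.56 and 2.56 in the first and 2.08 against 2.42 in the second, which holds 1 array per group. Splits that mixed the diets were one-sided too, from 49 DMRs higher and 71 lower on 1 side to 177 and 7. In most, the side with more CON-CON arrays was the higher. HF-CON replicates 1 and 2 were on the higher side with CON-CON replicate 1 (91 and 26) and with CON-CON replicate 2 (115 and 34). The other side there held HF-CON replicate 3, with the narrowest spread, and also CON-CON replicate 3, so both arrays of the second scan period. These splits therefore did not follow the diet, and spread and scan period cannot be told apart in them. A narrower spread may come from a less efficient pull-down or from less methylated DNA in these livers, and these values do not separate the sources.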
